# Comparative Gene Expression Analysis of Two Mouse Models of Autism: Transcriptome Profiling of the BTBR and *En2*^−/−^ Hippocampus

**DOI:** 10.3389/fnins.2016.00396

**Published:** 2016-08-25

**Authors:** Giovanni Provenzano, Zelia Corradi, Katia Monsorno, Tarcisio Fedrizzi, Laura Ricceri, Maria L. Scattoni, Yuri Bozzi

**Keywords:** autism, hippocampus, gene expression, microarray, WGCNA, BTBR, Engrailed, mouse

## Abstract

Autism spectrum disorders (ASD) are characterized by a high degree of genetic heterogeneity. Genomic studies identified common pathological processes underlying the heterogeneous clinical manifestations of ASD, and transcriptome analyses revealed that gene networks involved in synapse development, neuronal activity, and immune function are deregulated in ASD. Mouse models provide unique tools to investigate the neurobiological basis of ASD; however, a comprehensive approach to identify transcriptional abnormalities in different ASD models has never been performed. Here we used two well-recognized ASD mouse models, BTBR T^+^ *Itpr3*^*tf*^/J (BTBR) and Engrailed-2 knockout (*En2*^−/−^), to identify conserved ASD-related molecular signatures. *En2*^−/−^ mice bear a mutation within the EN2 transcription factor homeobox, while BTBR is an inbred strain with unknown genetic defects. Hippocampal RNA samples from BTBR, *En2*^−/−^ and respective control (C57Bl/6J and *En2*^+/+^) adult mice were assessed for differential gene expression using microarrays. A total of 153 genes were similarly deregulated in the BTBR and *En2*^−/−^ hippocampus. Mouse phenotype and gene ontology enrichment analyses were performed on BTBR and *En2*^−/−^ hippocampal differentially expressed genes (DEGs). Pathways represented in both BTBR and *En2*^−/−^ hippocampal DEGs included abnormal behavioral response and chemokine/MAP kinase signaling. Genes involved in abnormal function of the immune system and abnormal synaptic transmission/seizures were significantly represented among BTBR and *En2*^−/−^ DEGs, respectively. Interestingly, both BTBR and *En2*^−/−^ hippocampal DEGs showed a significant enrichment of ASD and schizophrenia (SCZ)-associated genes. Specific gene sets were enriched in the two models: microglial genes were significantly enriched among BTBR DEGs, whereas GABAergic/glutamatergic postsynaptic genes, FMRP-interacting genes and epilepsy-related genes were significantly enriched among *En2*^−/−^ DEGs. Weighted correlation network analysis (WGCNA) performed on BTBR and *En2*^−/−^ hippocampal transcriptomes together identified six modules significantly enriched in ASD-related genes. Each of these modules showed a specific enrichment profile in neuronal and glial genes, as well as in genes associated to ASD comorbidities such as epilepsy and SCZ. Our data reveal significant transcriptional similarities and differences between the BTBR and *En2*^−/−^ hippocampus, indicating that transcriptome analysis of ASD mouse models may contribute to identify novel molecular targets for pharmacological studies.

## Introduction

Autism spectrum disorders (ASD) are a family of neurodevelopmental disorders characterized by a high degree of genetic heterogeneity. Recent advances in genetics and genomics allowed to attribute the heterogeneous clinical manifestations of ASD to shared pathophysiological processes (de la Torre-Ubieta et al., 2016). Integrative analysis of large-scale genetic data revealed distinct gene networks affected in ASD, mainly related to the formation and function of brain synapses. Network-based analysis of large-scale transcriptome data also highlighted that co-expression modules related to synapse development, neuronal activity and immune function are deregulated in ASD (Voineagu et al., 2011; Gupta et al., 2014; de la Torre-Ubieta et al., 2016). Thus, pathophysiological processes in ASD seem to converge on specific molecular pathways and networks, with a clear interplay between immune and synaptic functions (Estes and McAllister, 2015).

Gene transcriptional profiling in ASD is mainly performed on post-mortem brain samples, but the restricted availability of human ASD brain tissues represents a significant challenge. For this reason, ASD mouse models provide a unique tool to identify conserved pathological mechanisms at the gene expression level. BTBR T^+^ *Itpr3*^*tf*^/J (BTBR) is an inbred strain of mice that incorporates behavioral phenotypes relevant to all diagnostic symptoms of ASD, including reduced social interactions in juveniles and adults, repetitive self-grooming and an unusual pattern of ultrasonic vocalizations resembling the atypical vocalizations seen in some autistic children (Scattoni et al., 2008, 2013). Moreover, BTBR mice show a severely reduced hippocampal commissure and absent corpus callosum (Wahlsten et al., 2003). Noteworthy, corpus callosum abnormalities have been reported in autistic individuals (Egaas et al., 1995; Alexander et al., 2007). However, it is important to emphasize that genetic abnormalities causing behavioral deficits in BTBR mice are still under investigation (Jones-Davis et al., 2013).

Engrailed-2 (EN2) is a homeodomain transcription factor involved in regionalization and patterning of the midbrain and hindbrain regions (Joyner et al., 1991). Genome-wide association studies revealed that EN2 is a candidate gene for ASD (Benayed et al., 2009), and an abnormal expression and methylation profile of the EN2 gene has been reported in the cerebellum of ASD patients (James et al., 2013, 2014; Choi et al., 2014). Mice lacking the homeobox domain of *En2* (*En2*^*hd*/*hd*^ mice; Joyner et al., 1991; here referred to as *En2*^−/−^) display neuropathological changes related to ASD. These defects include cerebellar hypoplasia and reduced number of Purkinje neurons (Joyner et al., 1991; Kuemerle et al., 1997), defective GABAergic innervation in the forebrain (Sgadò et al., 2013a; Allegra et al., 2014; Provenzano et al., 2014), reduced monoaminergic innervation to the forebrain (Brielmaier et al., 2014; Genestine et al., 2015; Viaggi et al., 2015) and ASD-like behavioral traits such as decreased sociability, spatial learning deficits, and increased seizure susceptibility (Cheh et al., 2006; Tripathi et al., 2009; Brielmaier et al., 2012; Provenzano et al., 2014).

So far, a comprehensive approach to identify common and distinct abnormalities in ASD models has been conducted by brain imaging-based neuroanatomical phenotyping (Ellegood et al., 2015; Ellegood and Crawley, 2015). However, few efforts have been made to identify conserved genes signatures at the transcriptome level in brain tissues from ASD mice. The hippocampal and cortical transcriptome has been examined in BTBR mice (Daimon et al., 2015; Kratsman et al., 2016), while we evaluated the gene expression signature of the *En2*^−/−^ hippocampus and cerebellum (Sgadò et al., 2013b). Similar studies have been performed on brains from *Fmr1* (Prilutsky et al., 2015) and *Pten* (Tilot et al., 2016) mutant mice. However, a comprehensive approach to identify transcriptional abnormalities in ASD mouse models has never been performed so far. Here we compared the transcriptome profile of the BTBR and *En2*^−/−^ hippocampus, and describe common and distinct transcriptional signatures for these two ASD mouse models.

## Materials and methods

### Animals

Experiments were conducted in conformity with the European Community Directive 2010/63/EU and were approved by the Animal Welfare Committee of University of Trento, Istituto Superiore di Sanità and Italian Ministry of Health. Animals were housed in a 12 h light/dark cycle with food and water available *ad libitum*, and all efforts were made to minimize animal suffering during the experiments. *En2* mutants were originally generated on a mixed 129Sv x C57BL/6 genetic background (Joyner et al., 1991) and then backcrossed at least five times into a C57BL/6 background. *En2*^+/+^ and *En2*^−/−^ mice used in this study were obtained by heterozygous mating (*En2*^+/−^ x *En2*^+/−^) and genotyped by PCR as previously described (Sgadò et al., 2013a). BTBR T^+^ *Itpr3*^*tf*^/J (BTBR) and C57Bl/6J (B6) inbred mice were purchased from the Jackson Laboratory (Bar Harbour, ME, USA) and bred in the mouse vivarium of the Istituto Superiore di Sanità (Rome, Italy). A total of 32 adult (3–5 months old) mice were used: 4 BTBR and 4 B6 mice for microarray experiments, and 6 mice per strain/genotype (BTBR, B6, *En2*^+/+^ and *En2*^−/−^*)* for quantitative RT-PCR.

### Microarrays and single-gene differential expression analysis

In this study, we aimed to identify common and distinct molecular signatures across the hippocampi of BTBR and *En2*^−/−^ mice. To obtain a comparable and reliable hippocampal transcriptomic profile of BTBR mice and reduce any source of variability during microarray analysis, which might arise from pre-scanning and/or post-scanning steps (Kadanga et al., 2008), we applied the same experimental procedures previously described for the transcriptome analysis of *En2*^−/−^ hippocampus (Sgadò et al., 2013b). Briefly, hippocampal RNAs from BTBR and B6 mice (*n* = 4 per experimental group) were purified using standard column purification according to the manufacturer's protocol (RNAeasy Mini Kit, QIAGEN). RNA quality was analyzed by microfluidic gel electrophoresis on RNA 6000 NanoChips using the Agilent 2100 Bioanalyzer. Only RNA with a high (>9) RNA integrity number was selected and used for subsequent retrotranscription, labeling, and array hybridization according to Agilent protocols. Mouse gene expression arrays (Agilent 4X44K slides) were hybridized and scanned with the Agilent microarray station. The images obtained from the microarray scanner were analyzed with Agilent Feature Extraction version 10.7.3.1. Hippocampal gene expression dataset of BTBR and B6 mice have been deposited in the NCBI's Gene Expression Omnibus (GEO) database (accession number GSE81501). Intensity values were processed with Agi4x44PreProcess using default parameters to remove low-quality probes. Signals were then normalized by means of the quantile normalization method. Multiple replicas of the same probes were summarized using the median. To evaluate differential expression, the Rank Product (RP) non-parametric method was used (Sgadò et al., 2013b). The RP is equivalent to calculating the geometric mean rank with a statistical method (average rank) that is slightly more sensitive to outlier data and puts a higher premium on consistency between the ranks in various lists.

### Quantitative RT-PCR (qRT-PCR)

Total RNAs were extracted by Trizol reagent (Invitrogen) from explanted hippocampi. DNase-treated RNAs were purified by RNA extraction RNAeasy Kit (QIAGEN). cDNA was synthesized from pooled RNAs by SuperScript VILO cDNA Synthesis Kit (Invitrogen) according to the manufacturer' instructions. qRT-PCR was performed in a C1000 Thermal Cycler (Bio-Rad) with real-time detection of fluorescence, using the KAPA SYBR FAST Master Mix reagent (KAPA Biosystems). Mouse mitochondrial ribosomal protein L41 (mRPL41) was used as a standard for quantification. Primer sequences (Eurofins Genomics) are reported in Supplementary Table 1. Ratios of comparative concentrations of each mRNA with respect to L41 mRNA were then calculated and plotted as the average of three independent reactions (technical replicates) obtained from each RNA. Expression analyses were performed using the CFX3 Manager (Bio-Rad) software (Sgadò et al., 2013b). Statistical analysis of qRT-PCR was performed with Prism 6 (GraphPad) software. Values were expressed as mean ± s.e.m and quantitative gene expression differences between each autistic mouse (BTBR and *En2*^−/−^) strain and their respective controls (B6 and *En2*^+/+^) were assessed by Student's *t*-test, with the level of statistical significance set at *p* < 0.05.

### Phenotype/pathway ontology and enrichment analysis on DEGs

DEGs in BTBR and *En2*^−/−^ hippocampi were analyzed for “phenotype ontology” using Enrichr (http://amp.pharm.mssm.edu/Enrichr/). Enrichr is an enrichment analysis web-based tool providing various types of gene-set libraries, including the knockout mouse phenotypes ontology developed by the Jackson Lab from their Mouse Genome Informatics-Mammalian Phenotype (MGI-MP) browser (Blake et al., 2009). Mammalian phenotypes predefined by MGI are sorted by *z*-score considering only terms with an adjusted *p*-value less than 0.05. Phenotype/pathway ontology of *En2*^−/−^ hippocampal DEGs was performed on our previous dataset from *En2*^+/+^ and *En2*^−/−^ adult mice, already deposited in NCBI's GEO database (accession number GSE51612; Sgadò et al., 2013b). In order to visualize enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, we used DAVID v6.7 (http://david.abcc.ncifcrf.gov/). To focus the functional analysis on hippocampal expressed genes we used as background a list of tissue-specific expressed genes for both autistic (BTBR and *En2*^−/−^) strains. These background lists were obtained by filtering the genes by the normalized expression values and excluding the ones with the lowest expression levels (< 10th percentile).

We also performed the direct enrichment analysis of different gene set categories present in the DEGs from BTBR and *En2*^−/−^ mice, using the hypergeometric test present in R (*P*-value cut-off 0.05). The background used to compute the enrichments was the same used for KEGG pathway analysis (see below for the gene lists used for enrichment analyses).

### Weighted correlation network analysis (WGCNA) and enrichment on co-expression modules

Microarray data from the BTBR and *En2*^−/−^ hippocampi were analyzed with the WGCNA R package in order to find highly correlated modules of co-expressed genes (Langfelder and Horvath, 2008). Two different batches of samples, autistic (BTBR and *En2*^−/−^) vs. control (B6 and *En2*^+/+^), were used to obtain an appropriate number for the WGCNA analysis. All samples were normalized and filtered using the same method described above. The R program ComBat (Johnson et al., 2007) included in the SVA package (Leek et al., 2012) was used to remove the batch effect present on different chips, in which samples were run. In order to keep the most informative probes, only the top 20% (in terms of per-probe variance) were used as input for the WGCNA analysis. The WGCNA method is based on soft threshold approach in order to obtain an adjacency matrix that describes the relations among the genes (Zhang and Horvath, 2005). The scale-free criterion is used to select the power to apply to the correlations in order to obtain the adjacency matrix, a power of 11 was chosen in this study. The Topological Overlap Measure (TOM) is then calculated starting from the previously obtained adjacency matrix. TOM is a highly robust measure of network interconnectedness (proximity) and expresses the strength characterizing the connection between each pair of genes. Genes with high TOM are clustered into co-expression modules. kME (representing the connection strength of each gene in each module) is then calculated as the correlation of each gene to the module eigengene (ME, defined as the first principal component of the expressions of the genes within the module). The ME defines measures of module membership (MM), which quantify how close a gene is to a given module eigengene. For each expression profile, Gene Significance (GS) was calculated as the absolute value of the correlation between expression profile and trait (autistic phenotype). The statistical significance of MM and GS (denoted as p.MM and p.GS) is carried out from the correlation test *p*-value of the WGCNA package. All values are tabulated in Supplementary Table 3. Given autism is a complex and very heterogeneous group of disorders, simple correlation of the modules with the trait produced meaningless results. A different approach was hence used: the modules were ranked based on their enrichment in term of genes present in the SFARI list. Then, modules significantly enriched in ASD-associated genes were functionally characterized for enrichment in markers of specific synapse, cell and disease types, using the same method described above. Moreover, to evaluate the biological and functional relevance of ASD-associated modules we used the Enrichr web tool. We analyzed the overrepresentation of the biological processes GO category for each gene list of modules.

### Gene lists used for enrichment analyses

SFARI database (https://gene.sfari.org/autdb/Welcome.do) was used to calculate enrichment with ASD-associated genes on BTBR and *En2*^−/−^ hippocampal DEGs. For disease annotations, we used the following gene sets from Autworks database (http://autworks.hms.harvard.edu): epilepsy, parkinsonian disorders and schizophrenia. For searching the recurrence and overlaps with FMRP-associated genes, we used a set of 842 genes (herein termed “FMRP Interacting Genes”), from a crosslinking and immunoprecipitation (CLIP) experiment (Darnell et al., 2011). Other gene lists used in this study (neuronal markers, astrocyte markers, type 1 microglial markers, type 2 microglial markers, oligodendrocyte markers, postsynaptic density, asdM12, asdM16) are available at http://www.arkinglab.org/resources. GABAergic synapse, glutamatergic synapse, dopaminergic synapse lists were taken from http://www.genome.jp/kegg/. In addition, the following gene lists were compiled from MsigDB (http://www.broadinstitute.org/gsea/msigdb/collections.jsp#C1): GABAergic presynaptic markers (GABA synthesis, release, reuptake and degradation); GABAergic postsynaptic markers (GABA A receptor activation, GABA B receptor activation, GABA receptor activation); glutamaergic presynaptic markers (glutamate neurotransmitter release cycle); glutamaergic postsynaptic markers (glutamate receptor activity; glutamate signaling pathway); dopaminergic markers (dopamine neurotransmitter release cycle).

## Results

Recently, we showed by transcriptome analysis that several genes related to ASD, abnormal synaptic transmission and GABA signaling are markedly deregulated in the hippocampus of *En2*^−/−^ mice (Sgadò et al., 2013b). Here we extended this analysis to the hippocampus of BTBR mice, to test the hypothesis that common and distinct downstream mechanisms may be altered in these two ASD mouse models. 

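Hippocampal RNA from 4 BTBR and 4 B6 mice, all labeled male and 5 months old, was labeled with Cy3 and hybridized to single-color Agilent mouse arrays with 45018 spots, 1 mouse per array. The 8 arrays sat on 2 slides that were scanned separately. Slide 1 held replicates 1 and 2 of both strains and slide 2 held replicates 3 and 4, so that strain and slide were balanced. The authors deposited the spot intensities that Agilent Feature Extraction 10.7.3.1 read from each array, and a matrix of log2 values that they had background subtracted and quantile normalized. Agi4x44PreProcess with default parameters, quantile normalization and the median over replicate spots are the steps the methods name; the paper's text does not name the signal column or the offset. The values reported for BTBR and B6 below start from the spot intensities. The median intensity of the local background was subtracted from the mean intensity of each spot, with a minimum of 0.5, 50 was added, and the log2 values were quantile normalized across the 8 arrays. Replicate spots of a probe were summarized by their median, and control probes and 154 probes with an outlier flag on any array were left out. A probe was kept when its signal was well above background, as Feature Extraction calls it, on at least 75% of the arrays of at least one strain. This left 27982 of 41174 probes, with 18399 distinct gene names, of which 22829 probes were well above background on all 8 arrays.
Signal over background sets what these arrays can show. The share of probes well above background was between 56.8% and 71.9% on the B6 arrays, with a median of 69.3%, and between 61.9% and 71.5% on the BTBR arrays, with a median of 68.9%. The lowest share was that of B6 replicate 1. The median spot intensity of an array lay between 378 and 489, over a local background between 42 and 56. The number of arrays limits the precision of every comparison, and the smallest exact p that 4 arrays against 4 allow is 0.0286. Expression is given as normalized log2 intensity, and a difference between strains as BTBR minus B6. Differential expression was tested with the rank product, written out for these files with 100 permutations, and with limma. The rank product permutes probes within arrays, whereas limma sets each difference against the spread between mice. Probe positions are on mm9, as the scanner files give them.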

Hippocampi from BTBR and B6 control adult mice were assessed for differential gene expression by microarray and bioinformatic analysis, as previously reported for *En2*^−/−^ mice (Sgadò et al., 2013b). We found 1016 differentially expressed genes in the hippocampus of BTBR mice compared to their B6 controls (Figure 1A). Among these, 436 and 580 were up- and down-regulated, respectively. 

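The rank product called 1109 probes with 1010 distinct gene names at a pfp of 0.05 or less. Of these names, 423 were up-regulated and 587 were down-regulated in the BTBR hippocampus. Down-regulated names made up 58.1% of the calls (95% Wilson interval from 55.1% to 61.1%, which covers counting error only). Probes called in both directions were found for 13 names, which were counted by the probe with the smallest pfp. With limma, 2129 probes had an adjusted p under 0.05, 925 of them up-regulated, and 5182 had an unadjusted p under 0.05. The limma calls came to 1849 gene names, of which 788 were up-regulated and 1061 down-regulated, a down-regulated share of 57.4% (95% Wilson interval from 55.1% to 59.6%). Both tests called 860 names, 854 of them in the same direction. The rank product alone called 150 names and limma alone 989. Probes that only the rank product called varied more between mice of one strain, with a median SD of 0.63 over 169 probes on the log2 scale, against 0.15 over the 940 probes that both tests called and 0.13 over all probes tested. The 4 arrays of one strain lay wholly above or below the 4 of the other for 3966 probes, which is 14.2% of those tested, and chance gives 2.86%.
The threshold moved the rank product count more than the other settings of that test did, to 528 names at a pfp of 0.01 or less, 208 of them up-regulated. With 1 array left out in turn, between 723 and 918 names were called, and between 70.2% and 81.3% of the 1010 names remained called in the same direction. The same step kept between 71.3% and 87.7% of the 1849 limma names. The down-regulated share of the rank product calls changed with the array left out. It was between 49.2% and 49.9% without a B6 array and between 64.9% and 67.3% without a BTBR array, whereas the limma share stayed between 56.6% and 61.9%. Within slide 1, limma called 2421 probes between the strains, and within slide 2 it called 1036, with the spread pooled over both slides. The strain difference itself did not differ between slides for any probe at an adjusted p under 0.05 in limma (0 probes, with 2779 at an unadjusted p under 0.05).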

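Among genes with a name that both tests called and whose arrays did not overlap between the strains, Limch1 (NM_001001980) had the largest rise. Its called probe, on chromosome 5 from 67447128 to 67447187, measured 9.14 ± 0.05 (SD, n = 4) in B6 and 12.97 ± 0.28 (SD, n = 4) in BTBR mice. The log2 fold change was 3.84 (standard error 0.13, adjusted p = 3.0e-07 from limma), and with each array left out in turn it stayed between 3.75 and 3.96. The other probes of Limch1 changed by 0.11 and -0.08 on the log2 scale, and the median over its probes gave 0.14, which limma did not call. The next largest rises were in Wdr48 (NM_026236) with 3.15, Adi1 (NM_134052) with 3.05, Grn (NM_008175) with 2.86 and Hddc3 (NM_026812) with 2.34. A second Grn probe changed by 0.08. The largest fall was in Rrp7a (NM_029101), whose probe on chromosome 15 from 82946533 to 82946592 measured 14.22 ± 0.08 (SD, n = 4) in B6 and 8.23 ± 0.18 (SD, n = 4) in BTBR mice. Its log2 fold change was -5.99 (standard error 0.09, limma adjusted p = 3.5e-09), and a second Rrp7a probe changed by 0.07. The size of the Rrp7a fall depended on the processing. It was -7.48 with the processed signal of the software, scaled by the 75th percentile of each array, and -2.96 with the median over its probes. Pttg1 (NM_013917) followed with -5.02, then Ccl21a and Polr3e, and then Pop4 (NM_025390) with -4.61, whose second probe fell by 1.27. All 10 genes had an exact permutation p of 0.0286, and the differences kept their direction on both slides. Both follow from choosing genes whose arrays do not overlap between the strains, so neither is further evidence.
Genes with more than one probe often had calls that differed between probes. A probe that was not called need not differ from one that was, and the difference between probes was not tested. Of 923 genes with at least 2 tested probes and at least 1 limma call, all probes were called in the same direction in 120, some were not called in 738 (80.0%), and probes were called in opposite directions in 65 (7.04%).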

Supplementary Table 2 shows the entire list of genes differentially expressed in the BTBR hippocampus, with fold change, percentage of false prediction (pfp) and *P*-values calculated by RankProd. We next validated microarray findings by qRT-PCR analysis, selecting seven representative genes from the DEGs list. 

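On the arrays, the 7 genes chosen for qRT-PCR were all called by the rank product. Limma called Ccl21a, Gfap and Polr3e, and with Ccnd1 and Pglyrp1, the other genes tested by qRT-PCR, it called 5 of 9 genes over all probes and 6 when adjusted over the list alone. The study chose these genes from its calls on the same arrays, so none of these counts is independent evidence. Ccl21a (NM_011124, chromosome 4 from 42231835 to 42231894) measured 13.17 ± 0.19 (SD, n = 4) in B6 and 8.25 ± 0.22 (SD, n = 4) in BTBR mice, a log2 fold change of -4.92 (standard error 0.13, limma adjusted p = 8.7e-08). The Ccl21a value was -6.61 with the processed signal of the software, scaled by the 75th percentile of each array. It was -4.38 with the deposited matrix. The mouse annotation lists Ccl21b, Ccl21c and Ccl21d beside Ccl21a on the same chromosome, and near-identical copies of a gene cannot be told apart by one probe. Polr3e (NM_025298, chromosome 7 from 128089814 to 128089873) measured 12.93 ± 0.26 (SD, n = 4) in B6 and 8.21 ± 0.15 (SD, n = 4) in BTBR mice, a log2 fold change of -4.72 (standard error 0.13, limma adjusted p = 1.0e-07). With the processed signal, the Polr3e value was -6.29. Its second probe fell by 0.52 (limma adjusted p = 0.018, and up to 0.060 with 1 array left out). Gfap (NM_001131020, chromosome 11 from 102751813 to 102751872) measured 13.83 ± 0.24 (SD, n = 4) in B6 and 12.53 ± 0.31 (SD, n = 4) in BTBR mice, a log2 fold change of -1.30 (standard error 0.17, limma adjusted p = 0.0014). Its other probes fell by 0.57 and 0.49.
The differences in the other 4 genes did not exceed the spread between mice when tested over all probes. Gabra5 (NM_176942, chromosome 7 from 64744503 to 64744562) measured 12.72 ± 0.32 (SD, n = 4) in B6 and 11.73 ± 1.11 (SD, n = 4) in BTBR mice, a log2 fold change of -0.98 (standard error 0.48, limma adjusted p = 0.33). The difference was -1.71 on slide 1 and -0.25 on slide 2, and the test of the difference between slides gave an adjusted p of 0.41 in limma. A second Gabra5 probe gave -1.06. Without BTBR replicate 1 the difference was -0.65 and without BTBR replicate 3 it was -1.40. Cdkn1a (NM_007669) rose by 0.80 (standard error 0.29, limma adjusted p = 0.17, and 0.0375 adjusted over the list alone; 0.53 without BTBR replicate 2), Prkcd (NM_011103) by 1.14 (standard error 0.62, limma adjusted p = 0.39) and Slitrk6 (NM_175499) by 1.22 (standard error 0.64, limma adjusted p = 0.36). BTBR replicate 1 had the highest value of Prkcd, 13.05, and of Slitrk6, 12.18, whereas the means of the 4 BTBR arrays were 11.00 and 9.98. Without that array the log2 fold changes were 0.46 and 0.49, and the rank product called neither gene. It called Gabra5 and Cdkn1a in 12 of 18 alternatives each. With the median over the probes of a gene, the fall of Gfap was -0.57 and that of Polr3e -2.62, the settings that moved them most. Limma still called both, whereas the rank product called Polr3e and not Gfap under that setting.

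**Figure D1:**
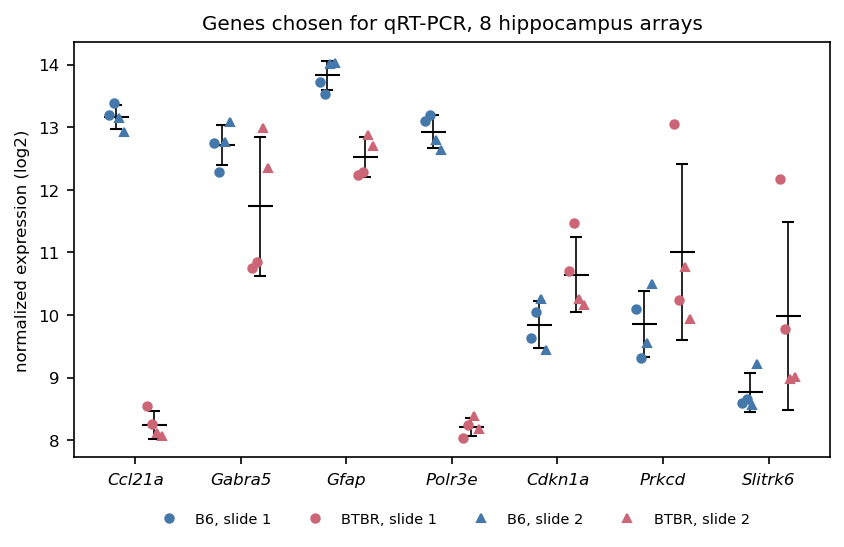
Normalized log2 expression of the 7 genes chosen for qRT-PCR on each of the 8 hippocampus arrays. Blue points are B6 and red points BTBR mice, circles are slide 1 and triangles slide 2, and black bars give the mean and SD of each strain (n = 4). The strains do not overlap for Ccl21a, Gfap and Polr3e, and 1 BTBR array lies above all others for Prkcd and Slitrk6.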

Except for Gabra5, for which decreased protein and mRNA levels were found in the brains of ASD patients (Fatemi et al., 2010), many of the selected genes belong to immune/inflammatory categories. All genes showed statistically significant differential expression in the BTBR hippocampus, as compared to B6 controls [chemokine (C-C motif) ligand 21A (Ccl21a) *p* = 0.0424; gamma-aminobutyric acid (GABA) A receptor, subunit alpha 5 (Gabra5) *p* = 0.0069; glial fibrillary acidic protein (Gfap) *p* = 0.009; polymerase (RNA) E (DNA directed) polypeptide E (Polr3e) *p* = 0.025; cyclin-dependent kinase inhibitor 1A (P21) (Cdkn1a) *p* = 0.0052; protein kinase C, delta polypeptide E (Polr3e) *p* = 0.0029; SLIT and NTRK-like family, member 6 (Slitrk6) *p* = 0.0018] (Figure 1B). In all tested genes the expression difference reported by qRT-PCR significantly correlated with microarray data (Pearson *r* = 0.97, *p* < 0.0003).

**Figure 1:**
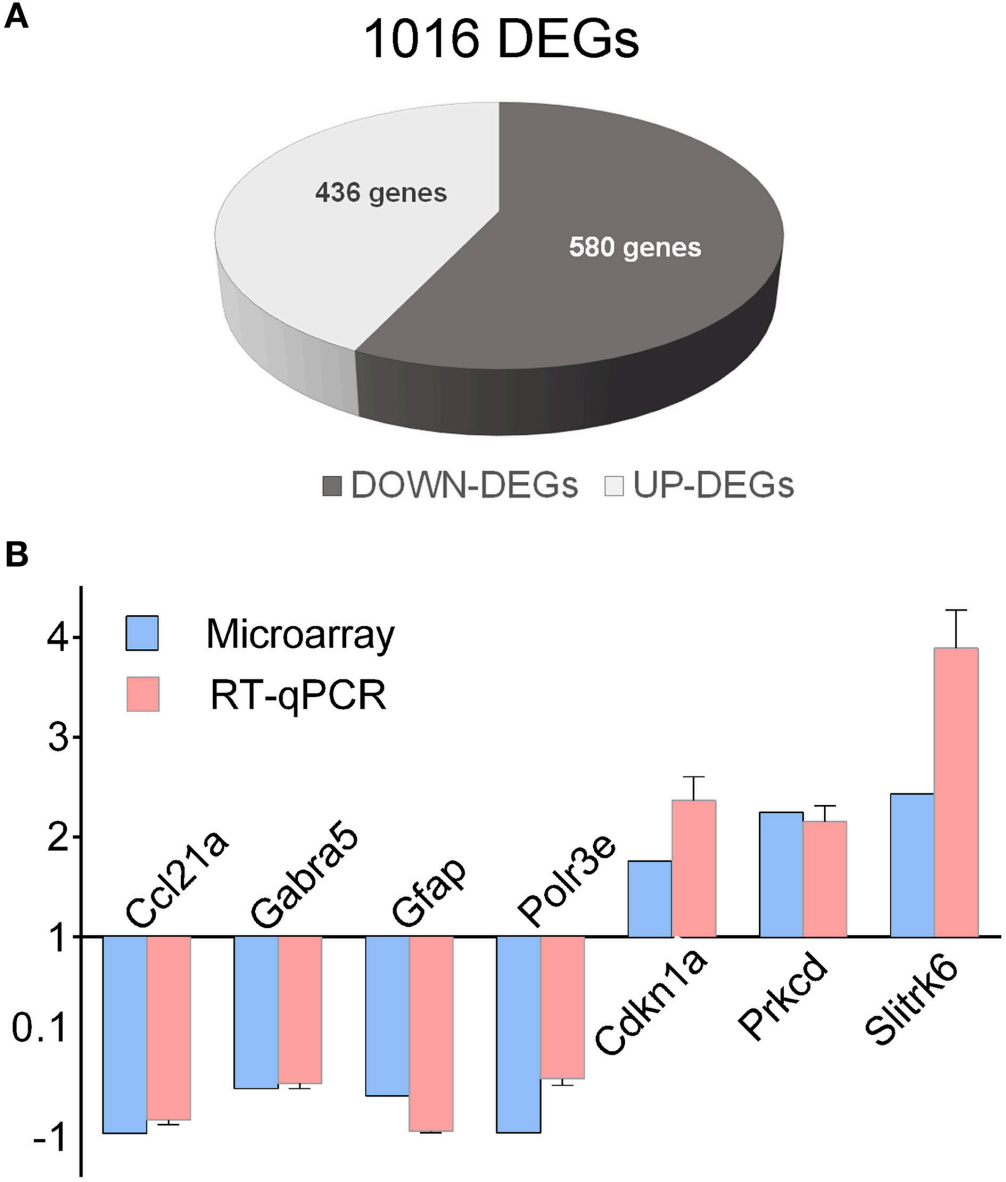
**Differentially expressed genes in the BTBR hippocampus. (A)** Schematic representation of BTBR hippocampal DEGs, as compared to control B6 mice. A total of 1016 DEGs were identified, (580 down-regulated, 436 up-regulated). **(B)** qRT-PCR validation of differentially expressed genes. qRT-PCR results for all the evaluated genes were in agreement with microarray results. Values are expressed as each gene/L41 comparative quantitation ratios normalized on the expression of WT (mean ± s.e.m of three replicates from pools of six animals per genotype; *p* < 0.05, Student's *t*-test, BTBR vs. B6).

We next compared the BTBR hippocampal transcriptional profile to that of *En2*^−/−^ mice. We first identified a total number of 153 commonly expressed genes between BTBR and *En2*^−/−^ mice Interestingly, some of the common DEGs are related to inflammatory pathways (Aldh1a2, C2, Ccnd1, Cox7b2, Eif2ak2, Gsk3a, H2-Aa, H2-A1, H2-Bl, Map3k6, Pglyrp1, Slpi, Tia1; Figure 2A). qRT-PCR confirmed the differential expression of two of these genes [cyclin D1 (Ccdn1), *p* = 0.0018 and *p* = 0.0051 for BTBR and *En2*^−/−^ mice, respectively; peptidoglycan recognition protein 1 (Pglyrp1), *p* = 0.0052 and *p* = 0.0284 for BTBR and *En2*^−/−^ mice, respectively] (Figure 2B).

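The BTBR arm of this comparison can be read from the 8 arrays. No probe of the array carries the name H2-A1, and the other 12 genes were tested with 18 probes. Limma called 10 of the 12 genes over all probes and 11 when adjusted over the list alone, and the rank product called 11. The study chose these genes on the same arrays, so none of these counts is independent evidence. Over 18 alternatives, the rank product called H2-Aa in 4, Aldh1a2 in 11 and Eif2ak2 in 13. The strains' arrays did not overlap for 9 genes. Ccnd1 (S78355, chromosome 7 from 152116173 to 152116232) measured 11.65 ± 0.22 (SD, n = 4) in B6 and 10.60 ± 0.10 (SD, n = 4) in BTBR mice, a log2 fold change of -1.05 (standard error 0.11, limma adjusted p = 4.1e-04). Pglyrp1 (NM_009402, chromosome 7 from 19475659 to 19475718) measured 10.76 ± 0.12 (SD, n = 4) in B6 and 9.62 ± 0.21 (SD, n = 4) in BTBR mice, a log2 fold change of -1.14 (standard error 0.11, limma adjusted p = 2.5e-04). Slpi (NM_011414, chromosome 2 from 164179849 to 164179908) was well above background on 3 of 4 B6 arrays and measured 8.23 ± 0.22 (SD, n = 4) there, against 10.25 ± 0.32 (SD, n = 4) in BTBR mice. Its log2 fold change was 2.03 (standard error 0.17, limma adjusted p = 8.5e-05). H2-Bl (NM_008199) rose by 1.30 (standard error 0.26, limma adjusted p = 0.016), which was 1.81 on slide 1 and 0.79 on slide 2. It was no longer called without B6 replicate 1 (1.24) or without B6 replicate 4 (1.29).
Cox7b2 (NM_030052) rose by 1.05 and Eif2ak2 (NM_011163) by 0.69, with limma adjusted p of 0.0014 and 0.0051. Gsk3a (NM_001031667) fell by 0.60 (limma adjusted p = 0.0018), with a pfp of 0.0573 from the rank product. C2 (NM_013484) rose by 1.06 (limma adjusted p = 0.045), and 12 of 18 alternatives left it above the threshold, 6 of them by leaving out 1 array. Its adjusted p ranged from 0.011 to 0.12. H2-Aa (NM_010378), well above background on 3 of 4 B6 arrays, rose by 0.65 (limma adjusted p = 0.051). A second probe gave 0.65 as well, and 3 of 17 alternatives brought the first under the threshold. These were median centring (0.64), the fit without B6 replicate 3 (0.80) and that without BTBR replicate 3 (0.74), and the adjusted p ranged from 0.0125 to 0.143 over the alternatives. Aldh1a2 (NM_009022) rose by 0.68, less than its spread within either strain (limma adjusted p = 0.53), and by 0.33 without BTBR replicate 4 and 1.07 without BTBR replicate 2. Probes of one gene differed for Map3k6, with 0.89 (limma adjusted p = 0.0087) at one probe and -0.52 at the other, and for Tia1, where one probe fell by 0.98 (limma adjusted p = 0.0013) and the other 3 by 0.08, 0.07 and 0.00. With the median over the probes of a gene, limma called neither Map3k6 (0.19) nor Tia1 (-0.26). The exact permutation p was 0.0286 for each of the 9 genes without overlap and 0.0571 for C2 and H2-Aa.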

**Figure 2:**
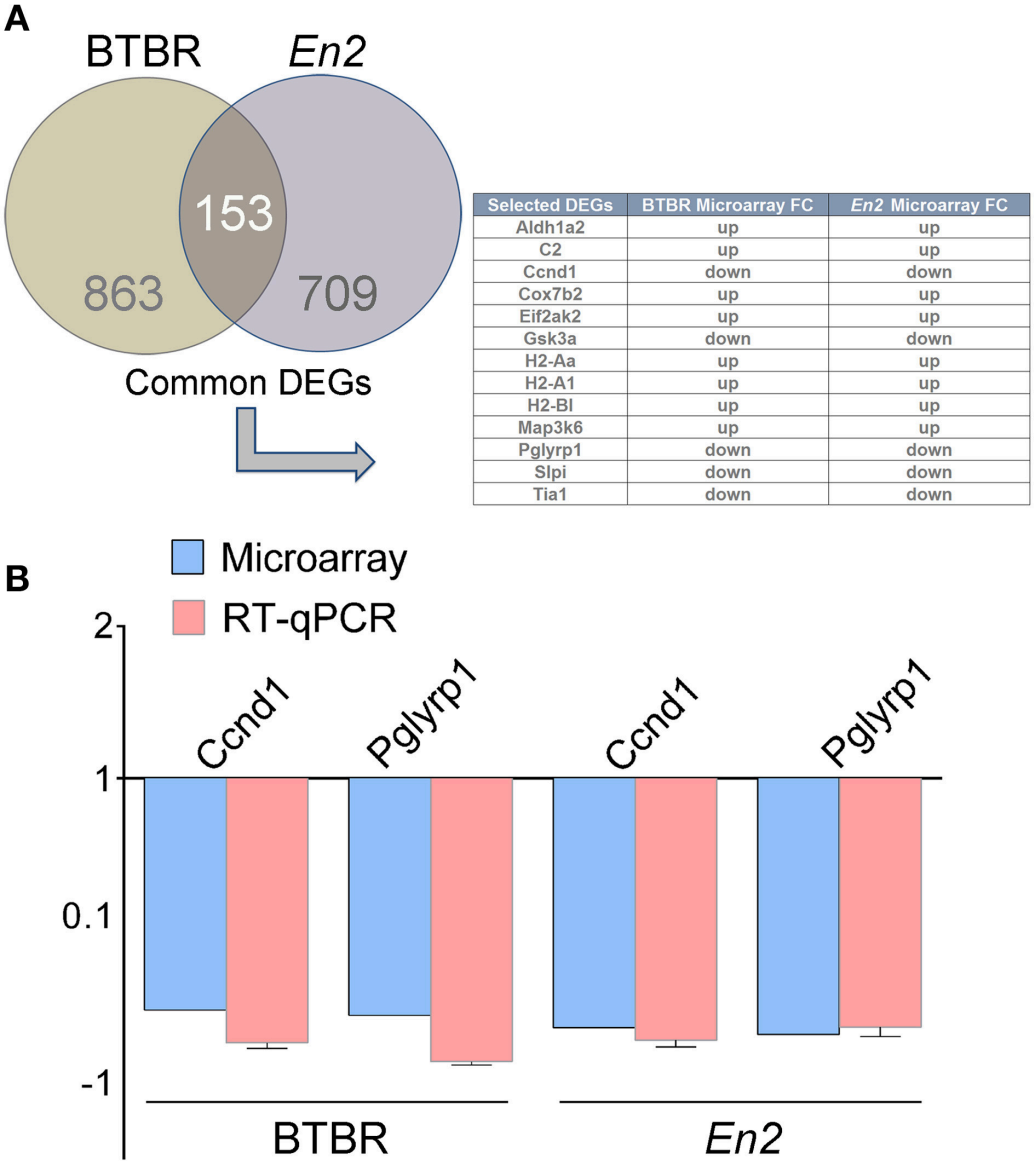
**DEGs commonly expressed in the BTBR and ***En2***^−/−^ hippocampus. (A)** Venn diagram of differentially expressed genes in the BTBR and *En2*^−/−^ adult hippocampus. A total of 1016 and 862 differentially expressed genes were identified in BTBR (brown) and *En2*^−/−^ (gray) mice, respectively. Among these, 153 show differential expression in both strains. The table shows a subset of these common DEGs, all belonging to inflammatory pathways. **(B)** qRT-PCR validation of Ccnd1 and Pglyrp1, two genes differentially expressed in both BTBR and *En2*^−/−^ hippocampi. qRT-PCR results for both genes were in agreement with microarray results. Values are expressed as each gene/L41 comparative quantitation ratios normalized on the expression of respective control (mean ± s.e.m of three replicates from pools of six animals per genotype; *p* < 0.05, Student's *t*-test, BTBR vs. B6 and *En2*^−/−^ vs. *En2*^+/+^).

We next explored whether shared functional categories or common pathways were perturbed in both ASD mouse models. To increase accuracy of the functional analysis, we decided to compare the two lists of DEGs using updated databases and different bioinformatic tools, respect to those previously employed for the analysis of the hippocampal trascriptome of *En2*^−/−^ mice (Sgadò et al., 2013b). We tested BTBR and *En2*^−/−^ hippocampal DEGs for enrichment of mouse phenotype terms (Mouse Genome Informatics Mammalian Phenotype Level 4) using Enrichr (Figure 3). Two significantly enriched phenotypes were common to both mouse strains: abnormal behavioral responses and abnormal eating/drinking behavior. Conversely, specific phenotype ontologies enriched in BTBR were abnormal sensory capabilities, neurodegeneration, abnormal innate immunity and abnormal antigen presenting (Figure 3A). 

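The lists behind the enriched phenotypes were not used here. Lists of 45 antigen presentation genes and 35 complement genes, written from general knowledge before the arrays were seen, were tested instead as 2 of 21 lists, with camera on the brightest probe of each gene and a preset correlation of 0.01. The hippocampus expressed 34 antigen presentation genes, and 3 on the list were named by the study. Their median log2 fold change was 0.13, with 24 genes higher and 10 lower in BTBR mice (camera adjusted p = 0.074). The list was called without B6 replicate 2 (median 0.16), without B6 replicate 3 (0.13) and without BTBR replicate 3 (0.20), and over the leave-one-out fits its adjusted p ranged from 0.0074 to 0.30. Among the genes up-regulated by the rank product were 4 of 32 members, where 0.799 were expected (exact hypergeometric test, adjusted p = 0.038 over 63 tests). These were Cd74, H2-Aa, H2-Ab1 and H2-Bl. The study named H2-Aa and H2-Bl from these same arrays, so the overlap is not independent evidence. It was not tested without them. By limma, H2-T22 (NM_010397) fell by 0.59 (adjusted p = 6.8e-04) while H2-Q2 (NM_010392) rose by 0.59 (adjusted p = 0.0061).
The 23 expressed complement genes had a median log2 fold change of 0.01 (camera adjusted p = 0.97), with 14 genes higher and 9 lower. Single members changed in both directions. Masp2 (NM_010767) rose by 2.13 (limma adjusted p = 1.4e-06) at one probe and by 1.55 at another. At the remaining Masp2 probe, B6 signal was not well above background on any array, which bounds the difference there as at least 1.33-fold higher in BTBR mice. C4b (NM_009780) fell by 0.80 (limma adjusted p = 0.0028). Over all 21 lists, camera called 4, fry called 3, and camera with an estimated correlation called 0, with 0 at an unadjusted p under 0.05. The 4 camera calls were microglia, histone, thalamus and meningeal genes, of which fry called the histone genes alone.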

For *En2*^−/−^ mice, we confirmed a significant enrichment for terms related to seizure and altered synaptic transmission (Figure 3B), as previously reported (Sgadò et al., 2013b). KEGG pathways analysis for BTBR and *En2*^−/−^ hippocampal DEGs was performed with DAVID, using tissue-specific lists of expressed genes as background for each ASD mouse model (see Materials and Methods). 

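Chemokine genes, kinases and phosphatases of the MAP kinase cascade, histone genes and a list of 89 genes of Fc gamma receptor mediated phagocytosis were examined on the arrays, the first 3 chosen by their symbols. KEGG pathways themselves and genes of pathways in cancer were not analysed here. Of 28 chemokine ligands and receptors expressed in the hippocampus, 19 were higher and 9 lower in BTBR mice, with a median log2 fold change of 0.07 and a mean of -0.02 (camera adjusted p = 0.34). The rank product called 6 of 23 in the background, where 1.37 were expected (exact hypergeometric test, adjusted p = 0.017). Cx3cr1 (NM_009987) rose by 1.41 at its brighter probe (limma adjusted p = 1.1e-05), and its other probe changed by -0.10. Ccl24 (NM_019577) rose by 0.72 (limma adjusted p = 2.0e-04). The fall of Ccl21a was the largest in the list.
Among 69 genes of the MAP kinase cascade the median log2 fold change was 0.02, with 38 higher and 31 lower (camera adjusted p = 0.75). The rank product called 2 of them, Dusp7 and Map3k6, where 4.11 were expected (exact p = 0.92). Dusp7 (NM_153459) fell by 0.67 (limma adjusted p = 0.0075).
Histone genes make up much of the KEGG pathway of systemic lupus erythematosus. The 41 expressed had a median log2 fold change of -0.10 and a mean of -0.46, and camera called the list lower in BTBR mice (adjusted p = 8.5e-05; fry adjusted p = 0.0072). All 7 probes of histone H4 genes were called lower, with gene values from -3.12 to -1.64, and 5 of these probes share a run of 20 bases with a probe of another H4 gene. The 35 other histone genes had a median of -0.03, with 4 called lower and 1 higher. Hist1h4d (NM_175654) measured 15.81 ± 0.13 (SD, n = 4) in B6 and 12.69 ± 0.22 (SD, n = 4) in BTBR mice at its brighter probe (log2 fold change -3.12, standard error 0.12, limma adjusted p = 6.4e-07). Hist2h4 (NM_033596) fell by 3.12 and Hist1h4f (NM_175655) by 3.11.
Of 87 expressed genes of Fc gamma receptor mediated phagocytosis, 46 were higher and 41 lower, with a median of 0.01 and a mean of -0.00 (camera adjusted p = 0.94, direction down). The rank product called 4 of 86, where 5.12 were expected (exact p = 0.76). Ptprc (NM_011210) fell by 0.86 (limma adjusted p = 1.0e-04). Crk (NM_133656) rose by 0.57 at one probe and fell by 0.22 and 0.11 at the others, which limma did not call. Pik3cg (NM_020272), well above background on 3 of 4 B6 arrays, rose by 0.46 (limma adjusted p = 0.0054).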

The common pathways that were most significantly enriched across the differentially expressed genes of both ASD mouse models were related to chemokine signaling, MAPK signaling, systemic lupus erythematosus, Fc gamma receptor mediated phagocytosis and pathways in cancer (Figure 4).

**Figure 3:**
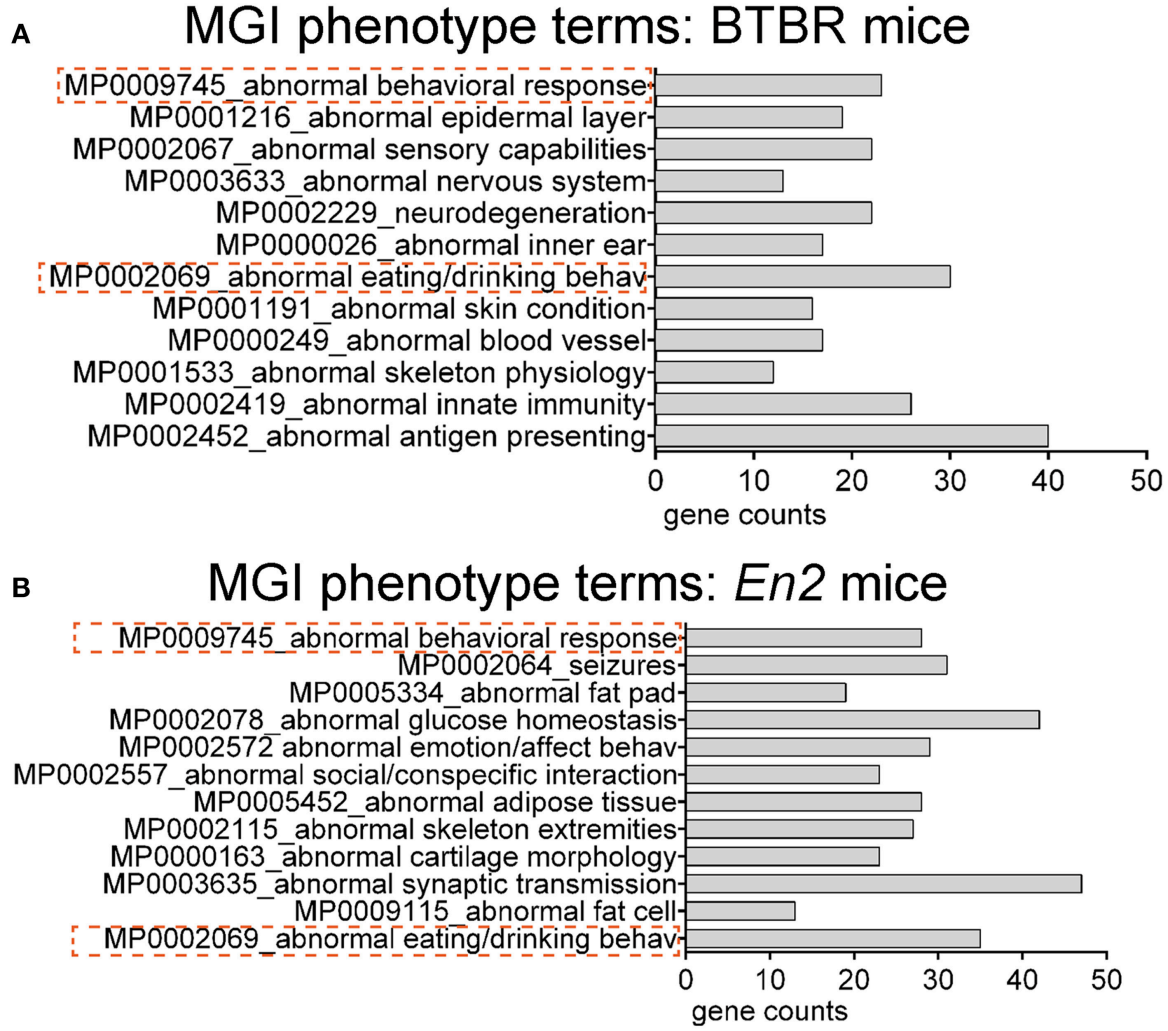
**Overrepresented mouse phenotype categories for differentially expressed genes in BTBR and *En2*^−/−^ hippocampi**. BTBR and *En2*^−/−^ hippocampal DEGs were analyzed for enrichment in phenotype ontology categories using Enrichr, with an adjusted *p* < 0.05. For each category, the number of genes is indicated by the length of the horizontal bars (gene counts). Dashed red lines highlight phenotype categories common to BTBR **(A)** and *En2*^−/−^ **(B)** DEGs.

**Figure 4:**
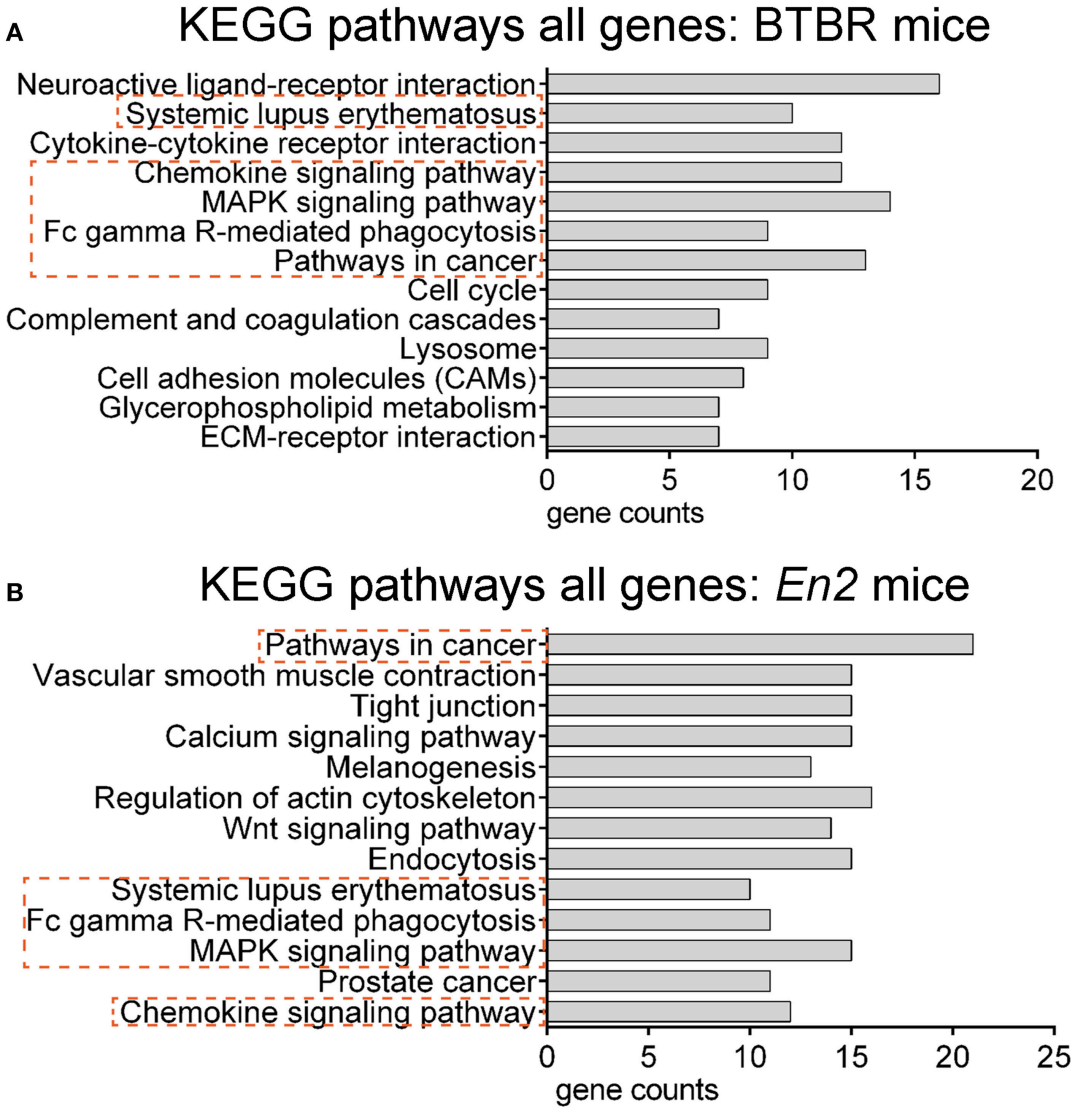
**Overrepresented pathways categories for differentially expressed genes in BTBR and *En2*^−/^^−^ hippocampi**. BTBR and *En2*^−/−^ hippocampal DEGs were analyzed for enrichment in KEGG pathways categories using DAVID, with an adjusted *p* < 0.05. For each category, the number of genes is indicated by the length of horizontal bars (gene counts). Dashed red lines highlight pathways common to BTBR **(A)** and *En2*^−/−^ **(B)** DEGs.

To further reveal similarities and differences between the BTBR and *En2*^−/−^ hippocampal transcriptome, we tested whether the two lists of DEGs were specifically enriched for cell-type specific markers and genes implicated in neurodevelopmental and neurodegenerative diseases (ASD, SCZ, epilepsy, Parkinson's). 

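Lists of 93 ASD-related and 54 SCZ-related genes, written from general knowledge and not taken from the SFARI or Autworks databases, were tested against the same calls. In the background of tested genes above the 10th percentile of mean expression, the rank product called 6 of 85 ASD-related genes, where 5.06 were expected (exact hypergeometric test, p = 0.39, adjusted p = 0.75). Of 44 SCZ-related genes it called 2, Bdnf and Drd2, where 2.62 were expected (exact p = 0.75). As a set, the 86 expressed ASD-related genes had a median log2 fold change of -0.00 and a mean of 0.00, with 41 higher and 45 lower in BTBR mice (camera adjusted p = 0.97, direction up). The 45 expressed SCZ-related genes had a median of 0.06, with 27 higher and 18 lower (camera adjusted p = 0.80). The lists share members with other lists, 14 in the first case and 20 in the second. Of single members, Shank3 (NM_021423, chromosome 15 from 89390449 to 89390508) measured 14.24 ± 0.07 (SD, n = 4) in B6 and 14.88 ± 0.14 (SD, n = 4) in BTBR mice, a log2 fold change of 0.65 (standard error 0.08, limma adjusted p = 0.0012). Mbd5 (AK021136) fell by 0.75 (limma adjusted p = 0.0019). The probes of Myt1l went both ways, with -2.05 and -0.34 at 2 probes that limma called lower, 0.69 at 1 probe that it called higher, and -0.03 at 1 that it did not call. Ywhae (NM_009536) rose by 0.43 (limma adjusted p = 0.012) at one probe and fell by 0.34 at another, which was not called.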

Remarkably, when compared to these repositories, BTBR and *En2*^−/−^ hippocampal DEGs were enriched in SCZ- and ASD-related genes according to SFARI 2014 dataset (Figure 5A), consistent with reports showing overlap in candidate genes between ASD and SCZ (Crespi et al., 2010). Furthermore, when we separately analyzed up- and down-regulated genes, we found a significant over-representation of neuronal markers for both BTBR and *En2*^−/−^ down-regulated DEGs; conversely, a significant over-representation of astrocyte markers was found in BTBR and *En2*^−/−^ up-regulated DEGs (Figure 5A). 

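Marker lists of 30 neuronal and 25 astrocyte genes, other than those the study took from its sources, were all expressed on the arrays. The neuronal markers had a median log2 fold change of -0.00 and a mean of 0.02 in BTBR against B6 mice, with 15 genes higher and 15 lower (camera adjusted p = 0.93, direction down). The direction of the median changed with the deposited log2 matrix and with several of the arrays left out, and its range over the leave-one-out fits was -0.02 to 0.03. Among the genes down-regulated by the rank product were 2 neuronal markers, where 1.04 were expected (exact hypergeometric test, p = 0.28). Nefl (ENSMUST00000022639, chromosome 14 from 68706866 to 68706925) measured 15.45 ± 0.06 (SD, n = 4) in B6 and 13.52 ± 0.18 (SD, n = 4) in BTBR mice, a log2 fold change of -1.93 (standard error 0.09, limma adjusted p = 2.8e-06), and its brighter probe fell by 0.65. Syt1 (NM_009306) fell by 0.71 at 1 of 6 probes (limma adjusted p = 0.013), and limma called none of the others. Nefh (NM_010904) rose by 0.89 (limma adjusted p = 0.0032).
Astrocyte markers had a median log2 fold change of 0.05 and a mean of 0.00, with 14 genes higher and 11 lower (camera adjusted p = 0.88). None of the 25 was among the genes up-regulated by the rank product (0 genes, where 0.624 were expected), and 1 was down-regulated, Gfap. The median was 0.11 on slide 1 and -0.02 on slide 2. Limma called Ntsr2 (NM_008747) higher, by 0.50 (adjusted p = 0.0019), and Aldoc (ENSMUST00000017534) lower, by -0.61 (adjusted p = 0.0051), while the brightest Aldoc probe changed by -0.17 and was not called.

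**Figure D2:**
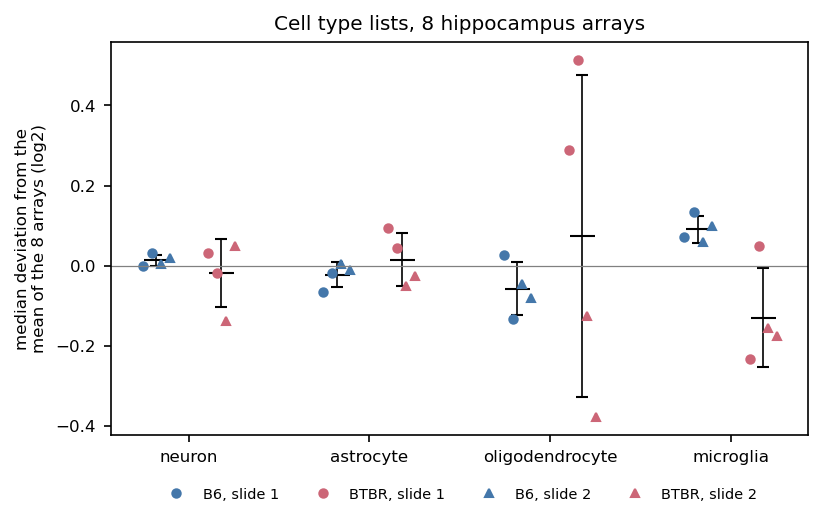
Median deviation from the mean of the 8 arrays, on the log2 scale, of the neuron, astrocyte, oligodendrocyte and microglia lists on each array. Blue points are B6 and red points BTBR mice, circles are slide 1 and triangles slide 2, and black bars give the mean and SD of each strain (n = 4). The microglia list is lower in each BTBR array than in each B6 array, by the least in BTBR replicate 2.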

Significant differences were also detected between the two strains. Among the genes down-regulated in the *En2*^−/−^ hippocampus the following terms were significantly enriched: epilepsy, asdM12 (a neuronal module enriched for ASD-associated genes; Voineagu et al., 2011), FMR1 interacting genes, dopaminergic markers, GABAergic postsynaptic markers and glutamatergic presynaptic markers; conversely, type I microglia markers were significantly enriched among BTBR down-regulated genes (Figures 5A,B).

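A list of 30 microglial genes, all expressed in the hippocampus and not divided into types, was lower in BTBR mice. Its median log2 fold change was -0.16, with 26 genes lower and 4 higher, and limma called 11 of the 30 at their brightest probe. The called genes include Cx3cr1, which was higher in BTBR mice at that probe. Camera called the list (adjusted p = 8.5e-05), and it did so in all 8 leave-one-out fits, with a median from -0.22 to -0.13. Fry gave an adjusted p of 0.21, and camera with an estimated correlation gave an adjusted p of 0.92. The median was -0.15 on slide 1 and -0.22 on slide 2. Among the genes down-regulated by the rank product were 4 of the 30, where 1.04 were expected (exact hypergeometric test, p = 0.019, adjusted p = 0.080 over 63 tests). These were C1qb, Ctss, Ptprc and Tyrobp. The rank product called 1 member higher, Cx3cr1, where 0.749 were expected (exact hypergeometric test, p = 0.53). C1qb (NM_009777, chromosome 4 from 136436578 to 136436637) measured 13.08 ± 0.14 (SD, n = 4) in B6 and 12.07 ± 0.21 (SD, n = 4) in BTBR mice, a log2 fold change of -1.01 (standard error 0.11, limma adjusted p = 6.0e-04). Other lists held 8 of the 30 genes, and the study named none of them. From the over-representation of microglia markers among the down-regulated genes, the paper concludes that glial cell function is markedly dysregulated in the BTBR hippocampus, and it points to published histology of glial cells in the same region.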

**Figure 5:**
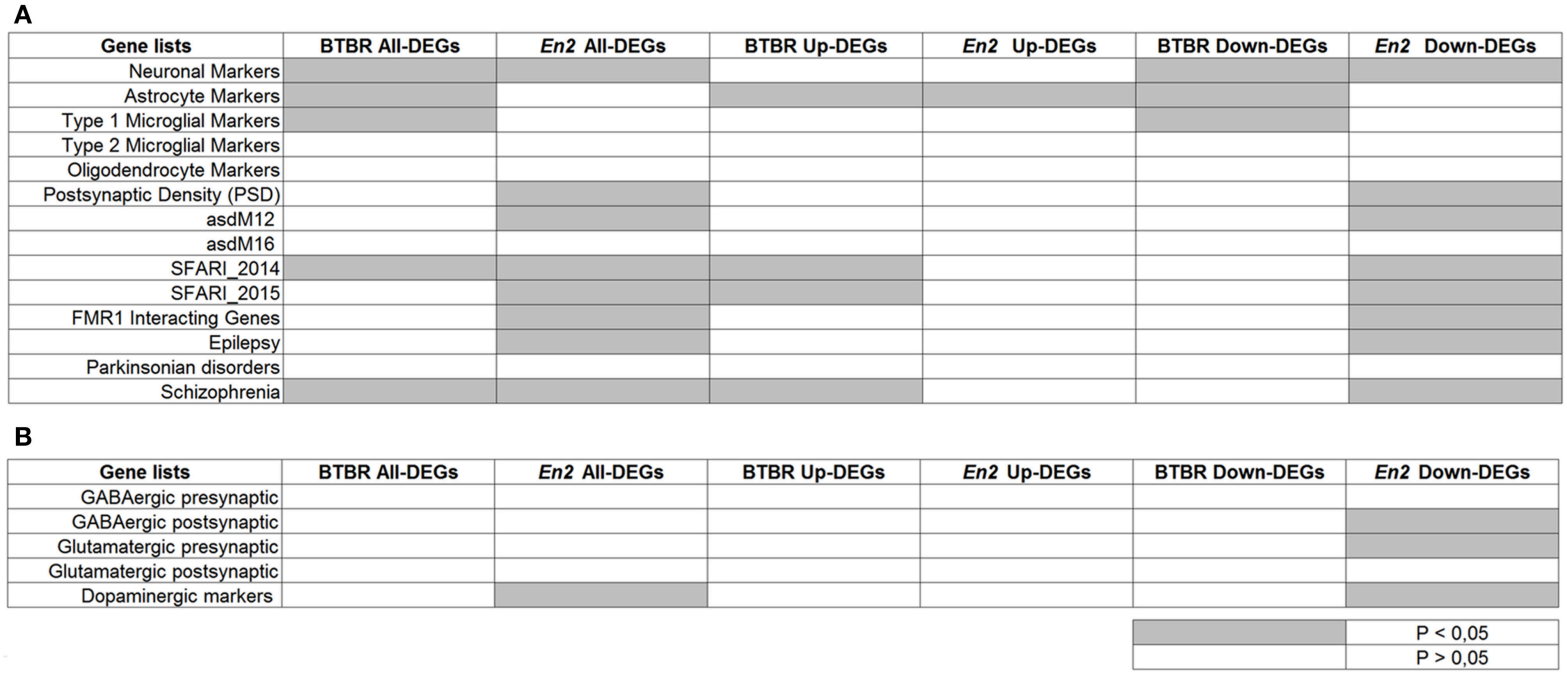
**Enrichment analysis on BTBR and *En2*^−/−^ hippocampal DEGs**. Lists of BTBR and *En2*^−/−^ hippocampal DEGs (all, up-regulated and down-regulated) were analyzed for enrichment in genes belonging to specific categories relevant to the autistic phenotype **(A)** and neuronal subtypes **(B)**. Gene lists were compiled from the literature (see Materials and Methods and references therein). Significance of enrichment is indicated (white, *p* > 0.05; gray, *p* < 0.05).

To further investigate the presence of common molecular networks deregulated across autistic mice as compared to their respective controls, we analyzed the entire gene expression dataset (BTBR+*En2*^−/−^ vs. B6+*En2*^+/+^) using WGCNA (Zhang and Horvath, 2005). This analysis allows to identify discrete gene modules based on co-expression profiles (Voineagu et al., 2011). WGCNA identified 18 main modules for groups of genes with high topological overlap, ranging between 28 and 653 probes in size (Supplementary Table 3). The modules were correlated to the disease trait using a linear mixed regression framework and then ranked based on their enrichment in term of genes present in the SFARI list (retrieved on 2015). Six out of the eighteen modules were significantly enriched in ASD-related genes (Blue, *p* = 9.072043e-09; Brown, *p* = 6.297529e-08; Black, *p* = 7.691951e-06; Pink, *p* = 0.00021; Greenyellow, *p* = value 0.00054; Red, *p* = 0.0044) (Figure 6A). We next tested the association of each of the six ASD-enriched modules for enrichment analysis. Except the Greenyellow module, all modules shared a significant enrichment for neuronal markers, as well as for genes associated to epilepsy and SCZ (Figure 6A). The Greenyellow module was enriched only for FMRP-interacting and glutamatergic synapse genes. Brown and Red modules were significantly enriched for oligodendrocyte markers and genes associated with M2-microglial cell states. For a better functional characterization of ASD-associated modules, we also used Enrichr to assess the GO biological process annotation of the six ASD gene-enriched modules. Blue, Black, Pink, and Red modules, which are enriched for neuronal markers (Figure 6A) also contain genes with the GO term “regulation of ion transmembrane transport” or “synaptic transmission” (Figure 6B). The Brown module, one of most enriched for categories (neuronal markers, type 2 microglial markers, oligodendrocyte markers, postsynaptic density, FMRP interacting genes, GABAergic/glutamatergic/dopaminergic synapse, epilepsy, schizophrenia; Figure 6A), showed an over-representation of genes involved in cognition, learning, and memory. Finally, the Greenyellow module did not show any significant over-representation of GO categories (Figure 6B).

**Figure 6:**
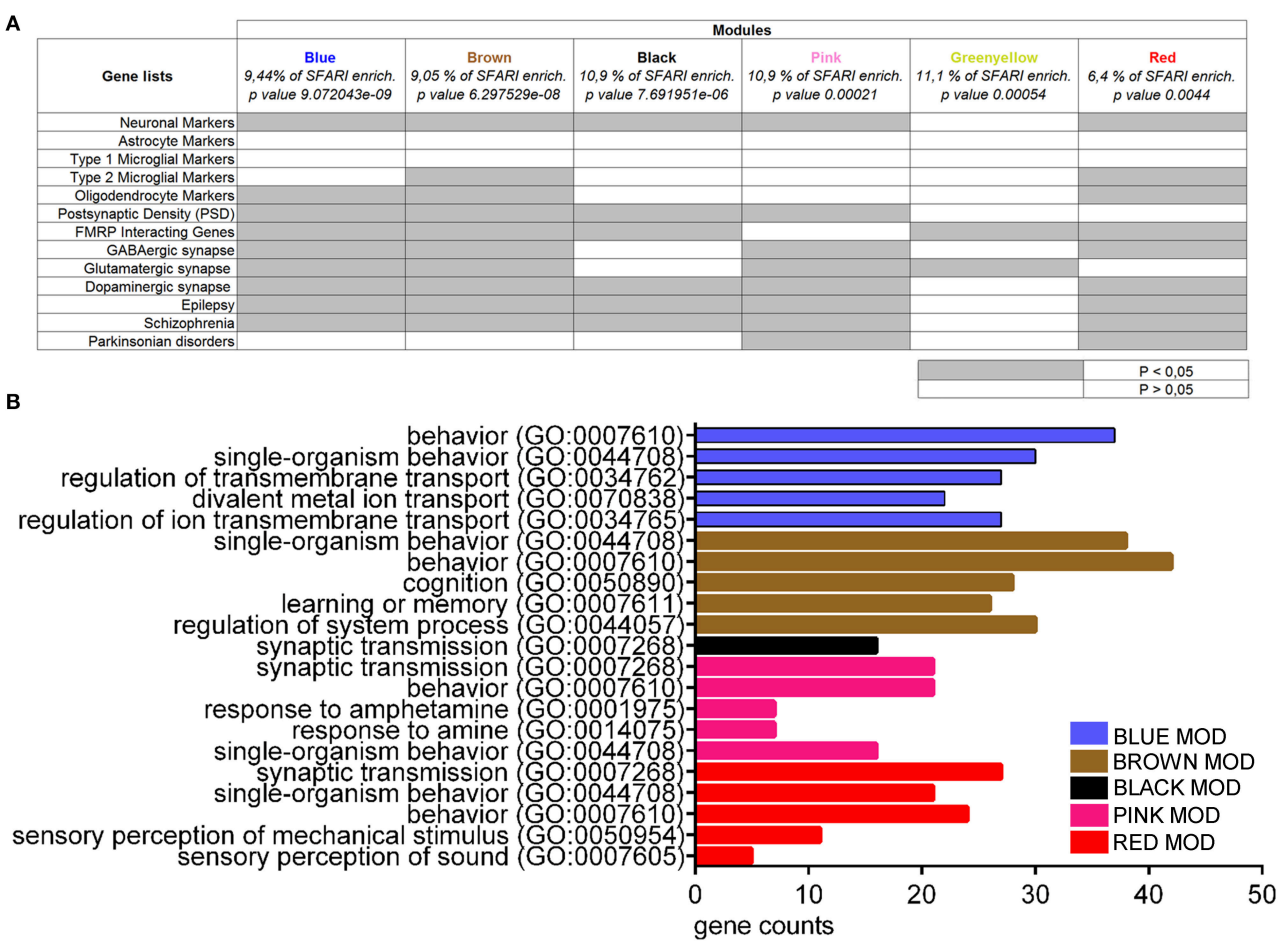
**Enrichment and gene ontology analyses on co-expression modules resulting from WGCNA on BTBR and *En2*^−/−^ hippocampal DEGs**. **(A)** Co-expression modules enriched in SFARI genes were analyzed for enrichment in genes belonging to specific categories relevant to the autistic phenotype, as indicated. Gene lists were as in Figure 5. Significance of enrichment is indicated (white, *p* > 0.05; gray, *p* < 0.05). **(B)** Co-expression modules were analyzed for enrichment in GO categories using Enrichr, with an adjusted *p* < 0.05. For each category, the number of genes is indicated by the length of horizontal bars (gene counts). Modules are indicated in their respective colors. The Greenyellow module is not indicated in the graph since it did not show any significant over-representation of GO terms.

## Discussion

### Brief summary of results

In this study, we compared the hippocampal transcriptome of BTBR and *En2*^−/−^ adult mice, two robust animal models of ASD. We identified both common and distinct gene pathways represented in the BTBR and *En2*^−/−^ transcriptome. Common pathways included chemokine and MAP kinase signaling, whereas genes involved in immune dysfunction and abnormal synaptic transmission were specifically represented among BTBR and *En2*^−/−^ DEGs, respectively. Both BTBR and *En2*^−/−^ hippocampal DEGs showed a significant enrichment of ASD and SCZ-associated genes, with specific gene sets enriched in the two models (glial genes in BTBR; GABAergic, glutamatergic FMRP-related and epilepsy-related genes in *En2*^−/−^). Finally, network analysis (WGCNA) performed on BTBR and *En2*^−/−^ hippocampal DEGs together identified six modules significantly enriched in ASD-associated genes, with specific enrichment profile in neuronal, glial, epilepsy-related, and SCZ-associated genes.

### Common pathways deregulated in the BTBR and *En2^−/−^* hippocampus

Our comparative microarray analysis revealed that 155 genes (out of a total of 44,000) are differentially expressed in both BTBR and *En2*^−/−^ hippocampus (Figure 1), indicating that a very low of number of genes (0.35%) are commonly deregulated among these two ASD mouse models. Nevertheless, ontology analyses for phenotypes and cellular pathways revealed that some common gene categories are significantly over-represented among the genes differentially expressed in the BTBR and *En2*^−/−^ hippocampus, as compared to their respective controls (B6, *En2*^+/+^ mice). Mammalian Phenotype ontology revealed that genes involved in abnormal behavioral responses are significantly deregulated in both mouse models (Figure 2). Most importantly, KEGG pathways analysis showed that genes related to immune response and inflammation are significantly deregulated in both BTBR and *En2*^−/−^ hippocampus (KEGG pathways: chemokine signaling, MAPK signaling, systemic lupus erythematosus, Fc gamma receptor mediated phagocytosis; Figure 3). This is in line with our current knowledge about the role of the immune system in ASD pathogenesis. Genetic studies indicate that several genes encoding components of the immune system are associated to ASD. In addition, data from both ASD individuals and animal models indicate a significant dysregulation of immune processes in ASD, such as up-regulation of pro-inflammatory cytokines/chemokines, increased expression of major histocompatibility complex, and activation of microglia in the brain (reviewed in Estes and McAllister, 2015). Significantly increased levels of pro-inflammatory cytokines (IL-1β, IL-6) and microglia activation have been reported in BTBR brains (Heo et al., 2011; Onore et al., 2013; Zhang et al., 2013), similarly to what observed in post-mortem brain tissue from ASD patients (Vargas et al., 2005; Li et al., 2009; Suzuki et al., 2013).

It is important to point out that, although the B6 strain is commonly used to compare with BTBR in molecular and behavioral studies (reviewed in Silverman et al., 2010), it exists the possibility that it is not an ideal or sufficient control for BTBR in gene expression studies. Indeed, linkage disequilibrium studies showed that B6 and BTBR mice are on different branches of the mouse genetic tree (Petkov et al., 2005). Thus, further genetic characterization is needed to identify the ideal control strain for inbred BTBR mice. In the absence of such a control, we conformed to previous studies using B6 as a control for BTBR in transcriptional profiling analyses (Daimon et al., 2015).

Differently from what reported in this study, our previous transcriptome profiling revealed a significant deregulation of immune- and inflammation-related genes in the cerebellum but not hippocampus of *En2*^−/−^ adult mice (Sgadò et al., 2013b). One possible explanation is that our previous gene ontology analysis of the *En2*^−/−^ hippocampal transcriptome was performed using different databases than those used for the present study. Preliminary unpublished data from our laboratory however indicate that the expression of several immune mediators (IL-1β, TNF-α, toll-like receptor 2, CCL2, CCL5) is significantly deregulated in the hippocampus (as well as neocortex and cerebellum) of *En2*^−/−^ adult mice.

Our enrichment analyses revealed that both sets of BTBR and *En2*^−/−^ hippocampal DEGs are enriched in ASD-related genes according to the SFARI 2014 dataset. *En2*^−/−^ hippocampal DEGs also showed a significant enrichment in genes contained in two additional datasets of autism-related genes (asdM12 and SFARI15). This confirms that both BTBR and *En2*^−/−^ mice are valuable mouse models to investigate ASD-relevant gene signatures. Most importantly, these enrichment analyses showed that both BTBR and *En2*^−/−^ DEGs dataset are significantly enriched in SCZ-associated genes (Figure 5). This is in agreement with recent results from large-scale genomic studies showing that ASD and SCZ are neurodevelopmental disorders characterized by overlapping genetics and phenotypes (Murdoch and State, 2013). Genetic lesions at the origin of these disorders are thought to affect brain circuit formation and synaptic function during embryonic and/or postnatal development, ultimately leading to a varying range of (partially overlapping) pathological behaviors in ASD and SCZ. Recent genomic studies show that control subjects carrying copy-number variants (CNVs) conferring risk of ASD or SCZ poorly perform in cognitive tests (Stefansson et al., 2014), suggesting that conserved genetic mechanisms might underlie shared co-morbidities in these two neurodevelopmental disorders.

Enrichment analyses also showed that both sets of BTBR and *En2*^−/−^ hippocampal DEGs are enriched in neuronal and astrocyte markers. The importance of glial cells in ASD pathophysiology was initially suggested by RNA sequencing studies showing a significant enrichment of glial genes belonging to immune/inflammatory categories in ASD brain tissues (Voineagu et al., 2011). These gene expression results are supported by neuroanatomical data showing glial cell activation in ASD postmortem brains (reviewed in Petrelli et al., 2016).

### Distinct pathways deregulated in the BTBR and *En2^−/−^* hippocampus

Phenotype and gene ontology analyses, along with enrichment analyses, also confirmed that marked differences are present between the hippocampal gene expression profiles of BTBR and *En2*^−/−^ adult mice. Mammalian Phenotype ontology analysis showed that the “abnormal innate immunity” and “seizure/abnormal synaptic transmission” pathways are significantly over-represented among hippocampal DEGs in BTBR and *En2*^−/−^ adult mice, respectively (Figure 2). Abnormal immune response has been clearly demonstrated in BTBR mice (see Careaga et al., 2015, and references above). As an example, when pregnant dams of BTBR and C57BL/6J inbred strains were exposed to the viral mimic polyinosinic-polycytidylic acid (polyI:C), severe ASD-like behaviors and persistent dysregulation of adaptive immune system function were only observed in BTBR offspring (Schwartzer et al., 2013).

The gene expression signature of the BTBR hippocampus resulting from the present study is markedly different from that previously published by other authors. We detected a total of 1016 BTBR DEGs, whereas the number of BTBR DEGs detected by Daimon et al. (2015) was significantly lower (301). Only 69 BTBR DEGs were common to the two datasets. In both studies, the hippocampal BTBR transcriptome was compared to that of C57BL/6J inbred mice, and adult mice of comparable age were used (5 months in our study, 4 months in Daimon et al., 2015). However, Daimon et al. (2015) used a different microarray platform (Illumina), microarray analysis software (DIANE 6.0) and pathways analysis software (WebGestalt, http://bioinfo.vanderbilt.edu/), which can justify the difference in the obtained results.

As for the specific gene expression signature of the *En2*^−/−^ hippocampus, KEGG pathway analysis performed in the present study confirmed our previous analysis (Sgadò et al., 2013b). Indeed, a marked excitation/inhibition unbalance is present in the *En2*^−/−^ hippocampus and neocortex, as suggested by the increased seizure susceptibility (Tripathi et al., 2009) and loss of GABAergic interneurons (Sgadò et al., 2013a; Allegra et al., 2014; Provenzano et al., 2014) observed in *En2*^−/−^ mice. These data are also supported by this study (Figure 5), which reveals a significant enrichment of GABAergic/glutamatergic postsynaptic markers among the genes down-regulated in the *En2*^−/−^ hippocampus; genes interacting with fragile X mental retardation protein (FMRP) are also enriched, in keeping with the marked down-regulation of the FMRP pathway detected in the *En2*^−/−^ hippocampus (Provenzano et al., 2015). Finally, dopaminergic markers are also enriched among the genes down-regulated in the *En2*^−/−^ hippocampus, in keeping with the established role of Engrailed proteins in regulating the development and function of dopaminergic neurons (Gherbassi and Simon, 2006). Conversely, microglia markers are significantly enriched among genes down-regulated in the BTBR hippocampus, thus confirming the marked dysregulation of glial cell function in this ASD model. Accordingly, histopathological studies revealed glial cells but not GABAergic neurons alterations in the hippocampus of BTBR mice (Stephenson et al., 2011).

### Weighted correlation network analysis reveals ASD-relevant gene expression modules

Based on the significant similarities detected between the BTBR and *En2*^−/−^ hippocampal DEGs (Figures 2, 3), we considered the gene expression signature of these two ASD mouse models together, and compared it to that of their respective control strains (C57Bl/6J and *En2*^+/+^). We then performed weighted gene co-expression network analysis (WGCNA; Langfelder and Horvath, 2008) to identify correlation patterns among genes across the ASD models vs. control microarray samples, and find gene clusters (modules) whose expression is highly correlated. Genes differentially expressed in ASD mouse models were clustered in 18 modules, and our WGCNA showed that 6 out of these 18 modules were significantly enriched in ASD-related genes. Each of these 6 ASD genes-enriched modules showed a specific enrichment profile in neuronal and glial genes, as well as in genes associated to epilepsy and SCZ. This is in line with WGCNA performed on gene signatures from ASD post-mortem cortical brain tissue, which showed a significant deregulation of glial and neuronal activity-dependent genes in autism (Gupta et al., 2014). It is also important to note that ASD and epilepsy show a high degree of comorbidity (Buckley and Holmes, 2016), and conserved genetic mechanisms have been proposed to underlie ASD and SCZ (see above in this discussion; Stefansson et al., 2014). Thus, WGCNA performed on microarray samples from autistic vs. control mouse strains is able to identify conserved gene expression signatures across different ASD mouse models.

## Conclusions

The present study reveals significant transcriptional similarities and differences between the BTBR and *En2*^−/−^ hippocampus, confirming the idea that transcriptome profiling of specific brain areas from ASD mouse models may contribute to identify novel molecular targets for pharmacological studies.

## Author contributions

GP designed and performed experiments, analyzed data and wrote the paper. ZC and LR performed experiments. KM and TF analyzed data. MS conceived the study and provided funding. YB conceived the study, analyzed data, provided funding, and wrote the paper. ZC and KM equally contributed to this study.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

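Gene expression was measured in the hippocampus of 4 BTBR and 4 B6 mice on single-color Agilent mouse arrays, 1 mouse per array, and the 8 arrays were grouped by the strain in their labels. The labels give C57BL/6J as strain background of the BTBR samples, and title, source and genotype place them in the BTBR group. The intensity values are as deposited by the authors, who hybridized Cy3-labeled RNA and read each spot with Agilent Feature Extraction 10.7.3.1 (per the file headers), with mean spot intensity, median local background and flags unscaled between arrays, and a processed signal that the software had background subtracted and detrended. The log2 values of the deposited matrix were made by the authors with Agi4x44PreProcess defaults, background subtraction and quantile normalization, with replicate spots by their median. That matrix holds 41267 entries from 5.73 to 18.8, control probes included, and it ranks as mean intensity minus local background does on each array. The signal column and the offset of that matrix are not stated in the paper's text. Probe coordinates are those of mm9, and gene names come from the array files, with the RefSeq gene list of GRCm38.p6 used only to list the copies of Ccl21a.
Values were computed with R 4.3.3, limma 3.58.1 and data.table 1.17.8 and with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Local background was subtracted from mean intensity, values under 0.5 were set to 0.5, an offset of 50 was added, and log2 values were quantile normalized. Control probes, probes with an outlier flag and probes not well above background in at least 75% of the arrays of one strain were left out, and replicate spots were summarized by their median, as the study did. The share of probes well above background on each array sets the depth, and no probe was saturated. Without the filter on dim probes 41020 probes are tested.
The rank product was written out here with 100 permutations of the probes within arrays and called at a pfp of 0.05 or less. Limma fitted strain alone with empirical Bayes moderation, and Benjamini-Hochberg adjusted p under 0.05 was called. A gene took the direction of its called probe with the smallest pfp or p. On simulated data with 200 of 27982 probes changed by 2 on the log2 scale, limma recovered 195 (97.5%) with 10 false calls. The rank product recovered 200, with 0 false calls when all probes had the same spread and 174 when each probe kept its own spread. Single genes were also compared with exact permutation tests of the 8 arrays. The number of DEGs was recounted for all 35 splits of the arrays 4 against 4.
Genes were named by a rule: those in the paper's results text and Fig. 1B and 2A, En2 and Itpr3, control genes with strain variants or on the sex chromosomes, the 5 largest rises and 5 largest falls, and from each list at most the 3 called members with the smallest p. Cga, Gh, Pomc, Cd74, H2-Ab1 and further list members were named after their values were seen. The tests, lists, alternatives and naming rule were set before the data were examined. The 21 lists were neuron, astrocyte, microglia, oligodendrocyte, thalamus, choroid plexus, meninges, pituitary, blood, striatum, immediate early genes, antigen presentation, complement, Fc gamma receptor phagocytosis, GABA-A receptor subunits, ASD, schizophrenia, Y chromosome, chemokine, MAP kinase cascade and histone genes, written from general knowledge. Another 5 lists, of CA1, CA3, dentate, other thalamus and other meningeal genes, were added later. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry, and by hypergeometric overlap with the rank product calls against 16666 tested genes above the 10th percentile of mean expression. Neighboring calls along the chromosomes were compared with 10000 permutations of the call labels.
The alternatives were the processed signal minus the 75th percentile of each array, normexp background correction, the deposited matrix, median centring, no filter on dim probes, probes well above background on all arrays, outlier flags kept, the median over the probes of a gene, each array left out in turn, the replicate number or the slide as a block, other thresholds, and limma with trend and robust options. The qRT-PCR measurements, the En2 mice and the gene coexpression networks were not analysed here, and the database lists of the study were not used here. Some members of the lists are not reported here by name.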

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

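The tests of striatal tissue in B6 replicate 2 and of thalamic tissue in B6 replicate 4 were chosen after the results were seen. Among 118 groups of 4 arrays, 9 held 1 array far from the other 3 by Dixon's ratio at its 95% critical value, and chance gives about 5.9 at 1 in 20. The design gives strain alone, which is shared by the 4 arrays of a group, so no biological explanation was tested for an array that departs from its own strain.
The striatum list of B6 replicate 2 stood at 1.03 against -0.79 to -0.69 in the other B6 arrays (ratio 0.945). Of its 15 genes, the hippocampus arrays detect 12, 4 are in another list and the study named none. The 8 members not looked at before had a median 1.38 above that of the other B6 arrays, with 7 of 8 higher and more than any random list of similar expression gave. A candidate explanation is striatal tissue in that dissection. Within BTBR mice, replicate 2 stood at 2.60 on the same list. A difference in expression within hippocampal cells of those mice stays open.
Slitrk6 was 9.22 in B6 replicate 4 against 8.56 to 8.66 in the other B6 arrays (ratio 0.852). Thalamic tissue might raise it, and would raise other thalamic genes as well. The 12 members not looked at before had a median difference of 0.037 there, the 71.4th percentile of random lists, with 8 of 12 above 0. A median near 0 over genes that go both ways leaves that source undecided. Prkcd was also highest among B6 mice in this array, at 10.49 and 12.61 on its probes, and the whole list stood at -0.21 against -0.40 to -0.34 in the other B6 arrays, so that thalamic tissue and a difference in Slitrk6 itself cannot be told apart there. Without this array the log2 fold change of Slitrk6 was 1.38.
The other groups stand apart on single arrays. B6 replicate 1 was apart for Cox7b2 (8.82 against 8.38 to 8.41, ratio 0.943), Eif2ak2 (8.27 against 8.64 to 8.65, ratio 0.983) and Kdm5d (10.06 against 9.86 to 9.90, ratio 0.833). BTBR replicate 3 was apart for Pglyrp1 (9.31 against 9.70 to 9.74, ratio 0.916) and Rrp7a (8.50 against 8.12 to 8.18, ratio 0.845). These arrays have the lowest share of probes well above background in their strain, 56.8% and 61.9%. Lower signal on those arrays was not tested as the reason. Limma called Cox7b2, Eif2ak2, Pglyrp1 and Rrp7a in each leave-one-out fit, and did not call Kdm5d in any. Grn was 14.95 in B6 replicate 2 against 14.02 to 14.14 (ratio 0.869), and limma called it in each leave-one-out fit. The blood list of B6 replicate 4 stood at -0.48 against 0.05 to 0.10 (ratio 0.912), and among BTBR arrays replicate 3 stood at 1.04. The arrays detect 8 of its 12 genes, and no other list holds them. Remaining blood in the vessels differs between dissections and was not tested as the reason.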

How the results depend on the processing

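The slide as a block for the lists and the 2 alternatives for neighboring calls (probes over 50 kb apart, genes with a name) were chosen after the results were seen; the other alternatives were set before.
Of 35 single genes, 25 kept their direction and their side of the limma threshold under all alternatives run, 628 comparisons in all, of which 597 were the same, 17 lost the call, 4 gained one and 10 changed direction. Lost calls were C2 in 12 settings, H2-Bl in 2, and Map3k6, Tia1 and Limch1 with the median over the probes of a gene. The gained calls were H2-Aa in 3 settings and Disc1 in 1. The changes of direction were all in genes that limma did not call. En2 (0.01) was -0.00032 with the deposited matrix and from -0.089 to 0.16 in the leave-one-out fits. In those fits Ddx3y ranged from -0.072 to 0.020 and Kdm5d from -0.075 to 0.017; the cause was not tested. The first probe of H2-Aa and the only probe of Slpi are not among the probes well above background on all arrays, so that these have no value in that setting.
The number of DEGs stayed within 1.5 times of the value reported in the other settings, with these exceptions. The rank product gave 528 at a pfp of 0.01 or less and limma in its place 1849, and limma gave 917 with a fold change of at least 1.5, since stricter thresholds call fewer. The deposited matrix gave 924 names by the rank product and no filter on dim probes gave 1221. The share of down-regulated names by the rank product ran from 49.2% to 67.3% in the leave-one-out fits, under 50% without each B6 array. By limma it was 63.4% with median centring and from 56.6% to 61.9% in the leave-one-out fits; the cause was not tested.
The replicate block, which uses the replicate numbers of the labels although these numbers do not pair the mice, gave 1458 names by limma, 60.4% of them lower, and 997 by the rank product. It uses up degrees of freedom. Profiles of the same number correlated at -0.142, 0.510, -0.101 and 0.390 across strains, a median of 0.0917 on the same slide and -0.129 on different slides. Disc1 (0.34) was called under this block alone.
Camera called 4 lists, and with an estimated correlation it called 0, where the microglia (-0.16), histone (-0.10), thalamus and meningeal lists lost the call. With fry the microglia (-0.16), thalamus and meningeal lists lost it. These settings change the test and leave the medians as they are. Between 2 and 5 lists were called in the leave-one-out fits, the fewest without BTBR replicate 1. The median of the neuron list was 0.00027 with the deposited matrix and from -0.024 to 0.030 in the leave-one-out fits, that of the ASD list from -0.029 to 0.014, and that of the complement list from -0.021 to 0.032. None of these 3 lists was called. Antigen presentation was called with the median over the probes of a gene (0.093) and in 3 leave-one-out fits, and its median ran from 0.087 to 0.20 over all 8; the cause was not tested. The share of genes with probes that were not all called was 84.9% at an adjusted p under 0.01 and from 80.7% to 82.9% in the leave-one-out fits.
Signal over background limits the dim probes. Of the 41020 probes without a filter, 22829 were well above background on all 8 arrays, and with these alone the rank product called 799 names and limma 1467.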

Differences from the paper's values

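The tests and alternatives below were set before the data were examined, and none was chosen after the result was seen. For H2-Bl the paper's fold change of BTBR over B6 is 6.12 in its supplement, against 2.46 here. The value lies within 1.5 times of the paper's with the processed signal minus the 75th percentile of each array (4.50), and differ under the other 17 alternatives, where they ran from 2.01 to 2.96. Both values are ratios on the linear scale.
The paper's Fig. 2A places Slpi among the genes down-regulated in BTBR mice, whereas its supplement gives the paper's fold change of 4.51, a rise. Here the fold change was 4.08, a rise as well. The Slpi fold change was 9.90 with the processed signal minus the 75th percentile of each array and 3.02 with the deposited matrix. The paper lists Gsk3a as called by the rank product, with the paper's pfp of 0.0487. Here its pfp was 0.0573, the rank product called it in 1 of 18 alternatives, with no filter on dim probes, and limma called it. The paper names H2-A1, and no probe of the array carries that name.
The paper states that neuronal markers were over-represented among down-regulated genes and astrocyte markers among up-regulated genes. With the lists written here, 2 of 30 neuronal genes (exact hypergeometric p = 0.28) and 0 of 25 astrocyte genes (exact p = 1.0) were found there, neither past the unadjusted threshold of 0.05 that the paper used. The paper also reports enrichment of ASD- and SCZ-related genes and of MAP kinase and Fc gamma receptor pathways. With the lists written here the rank product called 6 of 85, 2 of 44, 2 of 69 and 4 of 86 genes, and none of these tests passed that threshold. The lists are not those of the paper.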

Other observations

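The tests of thalamic tissue in BTBR replicate 1, of hippocampal principal neurons, of Prl and Gh, of histone H4 probes, of the normalization and of unequal numbers of arrays, and the 5 added lists, were chosen after the results were seen.
The number of DEGs was larger under the real split of the arrays than under any other. This comparison cannot exclude chance, since the smallest exact p that 4 arrays against 4 allow is 0.0286. The other splits also mix the strains, which puts the strain difference into the spread within their groups. Of the 35 splits of the arrays, 1 gave as many as the real one by limma, which was the real split itself, with at most 1 name in another, and 1 by the rank product, with at most 551 and a median of 86.5 in the others. The split by slide gave 0 names by limma (with 3982 probes at an unadjusted p under 0.05 between slides when strain is in the model) and 222 by the rank product. The slide as a block gave 2013 names by limma and 1062 by the rank product.
More DEGs were lower than higher in BTBR mice. Between-array normalization as the whole reason is argued against, since the share by limma was 55.9% with the processed signal scaled by the 75th percentile and 63.4% with the median in place of quantile normalization. The rank product ranks differences within pairs of arrays, so a constant shift of an array cannot change its share. Probes designed on the B6 sequence might bind BTBR transcripts less well. Among genes with more than one probe, 56.6% of 677 with 1 called probe were lower and 57.5% of those with all probes called alike (Fisher's exact p = 0.920), and the 2 shares are too close and too imprecise to decide, so that binding and a strain difference in expression cannot be told apart for these genes. The share of the rank product calls depended on which strain lost an array, and unequal numbers of arrays may be the reason, since with 3 arrays of each strain, over 16 fits, the share was between 58.7% and 61.6%.
DEGs lay next to each other on the chromosomes. The next tested gene was called as well for 23.9% of the limma calls, where permuted labels gave 10.1% (95% of permutations between 8.79% and 11.4%; permutation p = 0.0001, the smallest these permutations can give). For probes over 50 kb apart it was 20.4% against 10.1%, for genes with a name 22.8% against 10.2%, and for the rank product calls 13.7% against 5.47%. Blocks of the genome that differ between the strains are a candidate explanation, by way of expression or of probe binding. The densest window of 20 genes held 14 calls, on chromosome 2 from 119435859 to 120335574, and windows with 12 lay on chromosome 12 from 25302082 to 29375919, which holds Adi1, and on chromosome 4 from 140070814 to 141103547.
The thalamus list was higher in BTBR mice, with a median of 0.74 and 17 of 17 genes higher (camera adjusted p = 0.0199; fry adjusted p = 0.49). Of its 20 genes the arrays detect 17, 2 are in another list and the study named 2, Prkcd and Slitrk6. The median was 1.51 on slide 1 and 0.08 on slide 2, and without BTBR replicate 1 it was 0.18 and not called (adjusted p = 0.16). In that array the list stood at 2.60 against -0.52 to 0.15 in the other arrays, and 12 members not looked at before had a median 2.46 above that of the other BTBR arrays, with 11 of 12 higher. Of the members singled out before the test, Tcf7l2 rose by 0.95, Lef1 by 0.50 and Slc17a6 by 0.90, none called by limma. Thalamic tissue in the dissection of BTBR replicate 1 is a candidate explanation for part of the higher Prkcd and Slitrk6, and a strain difference stays open, untested. Of 18 other thalamus genes, 15 detected, the median was 0.69 (camera adjusted p = 0.016), which was 0.16 and not called without BTBR replicate 1. The rank product called 5 of the thalamus list higher, where 0.42 were expected (exact hypergeometric test, adjusted p = 9.7e-04), and 3 of 15 without Prkcd and Slitrk6 (adjusted p = 0.028).
The striatum list, 12 genes detected, had a median of 0.56 (camera adjusted p = 0.42), 1.31 on slide 1 and 0.03 on slide 2, and the choroid plexus list, 19 of 20 detected, one of 0.28 (camera adjusted p = 0.61), 0.98 and -0.39 on the slides. The oligodendrocyte list, 25 of 25 detected, had a median of 0.13 (camera adjusted p = 0.39), 0.41 on slide 1 and -0.22 on slide 2, and was called without BTBR replicate 4 alone (0.24), whereas without BTBR replicate 2 the median was -0.029. Immediate early genes, 24 of 24 detected, had a median of -0.01 (camera adjusted p = 0.94), and the 8 blood genes 0.14 (camera adjusted p = 0.94, direction down). The direction of several of these medians rested on 1 array. The striatum median was -0.065 without BTBR replicate 2. That of the choroid plexus was -0.063 without B6 replicate 4, -0.060 without BTBR replicate 1 and -0.014 without BTBR replicate 2. That of blood was -0.017 without B6 replicate 4 and -0.19 without BTBR replicate 3, and that of immediate early genes rose above 0 in 4 of 8 leave-one-out fits, up to 0.14 without BTBR replicate 4. The GABA-A receptor subunits, 14 of 19 detected, 4 in another list and 1 named by the study, had a median of 0.04 (camera adjusted p = 0.67; fry adjusted p = 0.049), which was -0.017 without BTBR replicate 1, with Gabra2 higher by 1.35. The Y chromosome genes, 3 of 5 detected, had a median of -0.03 (camera adjusted p = 0.25; fry adjusted p = 0.023), with Eif2s3y lower by -0.74 (limma adjusted p = 6.7e-04). Among control genes, Itpr3 (-0.13) and Disc1 (0.34) were not called by limma, and Nnt was higher at 3 of 3 probes (0.69, 0.74 and 0.76). Xist and Uty were not detected well enough to be tested.
Gabra5 was lower in BTBR mice on slide 1 and less so on slide 2. The dentate list had a difference between slides of -0.44, CA1 one of -0.60 and CA3 one of -0.42, each below the 5th percentile of random lists. On slide 2 the dentate list fell as well (-0.38), while CA1 and CA3 did not (0.17 and 0.04). Fewer hippocampal principal neurons in the dissections on slide 1 and a change in expression cannot be told apart for Gabra5, since the 3 lists go apart on slide 2. Over both slides the medians were -0.59 for 11 dentate genes (camera adjusted p = 0.0017; fry adjusted p = 0.081), -0.15 for 14 CA1 genes (camera adjusted p = 0.64), whose median was 0.013 and not called without BTBR replicate 1, and -0.31 for 14 CA3 genes (camera adjusted p = 0.096), which was called without BTBR replicate 3 alone (-0.57).
Prl rose by 2.26 (standard error 1.15, limma adjusted p = 0.35), with a pfp of 0 by the rank product and 2 of 4 B6 arrays well above background. Gh, well above background on 2 of 4 B6 arrays as well, rose by 0.92 and Pomc by 0.63, none called by limma. Prl and Gh went together over the 8 arrays (Pearson's r = 0.868, exact p = 0.0094; Spearman's rho = 0.881, exact p = 0.0072), and r was 0.781 over the 6 left without the 2 farthest. Both genes followed the slide, with Gh from 7.78 to 9.61 on slide 1 and from 10.85 to 13.03 on slide 2, and Prl from 7.87 to 11.55 and from 10.06 to 13.83. With slide means removed r was 0.768, and permuting the arrays within slides (576 permutations) gave an exact p of 0.0625. Pituitary tissue in some dissections and a difference between slides cannot be told apart as the reason for the spread between arrays, since few arrays are left within a slide. Whether such tissue also makes the difference between strains is open, since the rise of Gh lies within its standard error of 1.30, so that tissue and strain cannot be told apart there. The pituitary list, 10 of 14 detected, had a median of 0.14 (camera adjusted p = 0.67), and the rank product called 3 members higher, Cga, Gh and Prl (exact hypergeometric test, adjusted p = 0.0079).
The meningeal list, 22 of 22 detected and 2 named by the study, had a median of 0.30 with 18 genes higher (camera adjusted p = 0.034; fry adjusted p = 0.46), 0.23 on slide 1 and 0.41 on slide 2, and was called in 4 of 8 leave-one-out fits. Without B6 replicate 3 the median was 0.45 and without BTBR replicate 4 it was 0.13 and not called. Without Aldh1a2 and Slpi the other 20 genes had a median of 0.24 (camera adjusted p = 0.0582), called in 3 leave-one-out fits. Meningeal tissue may add to the differences in Aldh1a2 and Slpi, and this and a strain difference cannot be told apart, since the list's call changes with the array left out. The rank product called 6 of the list higher, where 0.55 were expected (exact hypergeometric test, adjusted p = 7.8e-04), and 4 of 20 without Aldh1a2 and Slpi (adjusted p = 0.020).
The fall of the histone list lies in its H4 genes, whose median was -3.02, against -0.032 for the 35 others, of which 18 were lower. Probes of near-identical H4 genes that bind the same transcripts may count 1 change several times. That and a fall of several H4 genes cannot be told apart, since 5 of 7 probes share sequence and a median near 0 over genes that go both ways leaves the others undecided.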
